# Foxi2 and Sox3 are master transcription regulators that control ectoderm germ layer specification in *Xenopus*

**DOI:** 10.1371/journal.pbio.3003476

**Published:** 2025-11-04

**Authors:** Clark L. Hendrickson, Ira L. Blitz, Amina Hussein, Kitt D. Paraiso, Jin S. Cho, Michael W. Klymkowsky, Matthew J. Kofron, Ken W. Y. Cho

## Abstract

Germ layer specification represents a critical transition where pluripotent cells acquire lineage-specific identities. We identify the maternal transcription factors Foxi2 and Sox3 to be pivotal master regulators of ectodermal germ layer specification in *Xenopus*. Ectopic co-expression of Foxi2 and Sox3 in prospective endodermal tissue induces the expression of ectodermal markers while suppressing mesendodermal markers. Transcriptomic analyses reveal that Foxi2 and Sox3 jointly and independently regulate hundreds of ectodermal target genes. During early cleavage stages, Foxi2 and Sox3 pre-bind to key *cis*-regulatory modules (CRMs), marking sites that later recruit Ep300 and facilitate H3K27ac deposition, thereby shaping the epigenetic landscape of the ectodermal genome. These CRMs are highly enriched within ectoderm-specific super-enhancers (SEs). Our findings highlight the pivotal role of ectodermal SE-associated CRMs in precise and robust ectodermal gene activation, establishing Foxi2 and Sox3 as central architects of ectodermal lineage specification.

## Abstract 2

Pluripotent cells acquire lineage-specific identities during germ layer specification, but the mechanisms underlying this process remain unclear. This study shows that the maternal transcription factors Foxi2 and Sox3 act as master regulators of ectodermal germ layer specification in Xenopus, ensuring the robust and precise expression of target genes.

## Introduction

A major breakthrough in biology was the first animal (*Xenopus laevis*) cloning experiment, which proved that differentiated cells retain the full genetic potential to develop into an entire organism [1]. This result demonstrated the concept of genomic equivalence, where cellular differentiation is governed by gene regulation rather than by irreversible modifications to the genome, such as differential loss of subsets of genes in cell lineages. These experiments further revealed that the egg cytoplasm contains necessary maternal regulators to reprogram the epigenetic memory of the differentiated cell nuclei to a totipotent state. Subsequently, it was shown in mammalian cells that networks of master regulator transcription factors (TFs), including most notably Klf4, Myc, Pou5f1, and Sox2, are critical for embryonic pluripotency [2]. This highlights the essential role of multiple TFs working in concert to orchestrate cellular identity, lineage specification, and reprogramming.

Additionally, discovery of these pluripotency TFs among many permutations highlights that not all TFs hold equal importance in development. TFs are considered master regulators when they play a more critical role in regulating specific differentiation pathways because they occupy a higher position within a gene regulatory program controlling downstream events in differentiation and maintaining pluripotency. One of the earliest TFs to support the concept of master regulators was Myod1, which was shown to drive fibroblasts into a muscle cell differentiation path [3]. Other examples include Spi1 (Pu.1), which specifies myeloid and B cell lineages in hematopoiesis [4], Gata1 in erythroid lineage specification [5], and Pdx1 for pancreas organogenesis [6]. These master regulatory TFs play a pivotal role in determining the identity and function of specific cell types. Identifying master regulatory TFs in developmental biology is fundamentally important for comprehending the mechanisms of cell lineage segregation and advancing regenerative medicine to facilitate direct cell lineage conversion.

Our goal in this study is to determine the primary master regulators initiating ectodermal cell lineage differentiation at the highest positions in the programming of cell lineages. In vertebrates, germ layer specification is one of the earliest developmental decisions that pluripotent cells make. In amphibians, the three germ layers are organized along the animal–vegetal axis, where the ectoderm forms in the animal pole, the endoderm vegetally, and the mesoderm in the equator. The ectoderm comprises progenitor cell populations giving rise to the skin, nervous system, sensory organs, and numerous neural crest derivatives. Several experiments have demonstrated that *Xenopus* ectodermal cells of the blastula stage are pluripotent. Transplantation of blastula prospective ectodermal cells into the vegetal endoderm converts the ectodermal cells to endodermal fates [7]. In addition, explanted blastula ectodermal tissue (“animal caps”) can be converted to mesendodermal cells *ex vivo* (organoids), by soaking them in activin, a TGFβ-superfamily ligand [8–10]. With specific combinations of growth factors and/or small molecules, blastula ectodermal explants can be programmed to differentiate into a wide range of cell types, including neural tissue, muscle cells, blood, heart, and endoderm primordia [11,12]. Although this ectodermal pluripotency persists through blastula stages, it is autonomously lost by early gastrula [13,14]. Therefore, ectodermal germ layer and sub-lineage specification is an ideal system to study the dynamic processes controlling cellular potency and differentiation.

Previous epigenetic studies have shown that the early embryonic genome lacks significant histone modifications before the blastula stage and therefore remains epigenetically naïve (reviewed in [15]). Histone modifications associated with active enhancers first appear during blastula stage, coinciding with major zygotic genome activation (ZGA) and the segregation of the pluripotent embryonic cells into specialized ectoderm, mesoderm, and endodermal lineages. We hypothesize that maternal, locally expressed master TFs bind to specific *cis*-regulatory modules (CRMs) to activate or repress the transcription of the first wave of zygotic target genes, thus orchestrating the gene regulatory programs required for cell lineage specification.

Here, we reveal that the ectodermal gene regulatory program is orchestrated by maternally expressed, and ectodermally enriched master regulatory TFs, Foxi2 and Sox3. These TFs prebind to the CRMs of the naïve embryonic genome prior to ZGA, preceding the appearance of major histone modifications and transcription. This prebinding event coordinates the subsequent ectodermal cell differentiation program. The CRMs bound by Foxi2 and Sox3 are associated with ectodermal super-enhancers (SEs), which ensure robust target gene expression. Our findings are consistent with the view that Foxi2 and Sox3 function as master regulators of the ectodermal germ layer.

## Results

### Different epigenetic states accrue on ectoderm- and endoderm-expressed genes during ZGA

Epigenetic analyses of *Xenopus* blastula stage embryos show that the embryonic genome is largely devoid of the major histone tail modifications H3K27ac, H3K27me3, and H3K4me1 [16,17]. These marks begin to accrue during blastula stages, becoming widespread in the genome during gastrulation [17–20]. However, a limitation of whole-embryo epigenetic experiments, which homogenize the data from cells from all three germ layers, is the inability to determine whether these histone modifications occur in a spatially restricted manner.

To gain spatial information about histone modification states in different germ layers, early gastrulae (stage 10.5) were dissected into ectoderm and endoderm fragments, approximately 3 hours after the onset of ZGA (stage 8.5) (S1A and S1B Fig). Histone modifications H3K27ac and H3K27me3 were then examined around enhancers and promoters to understand their role in regulating the transcription of associated genes (S1C Fig). Using early embryonic time course [21], and early gastrula embryo dissection [22] RNA-seq data, we determined the top 250 zygotically expressed genes specifically enriched in either the ectoderm or endoderm. The germ layer-specific histone mark deposition of H3K27ac and H3K27me3 was plotted within a 25kb region upstream and downstream of the genes with associated peaks (Fig 1A). The mesoderm was excluded from the analysis due to contamination issues occurring across tissue boundaries.

**Fig 1:**
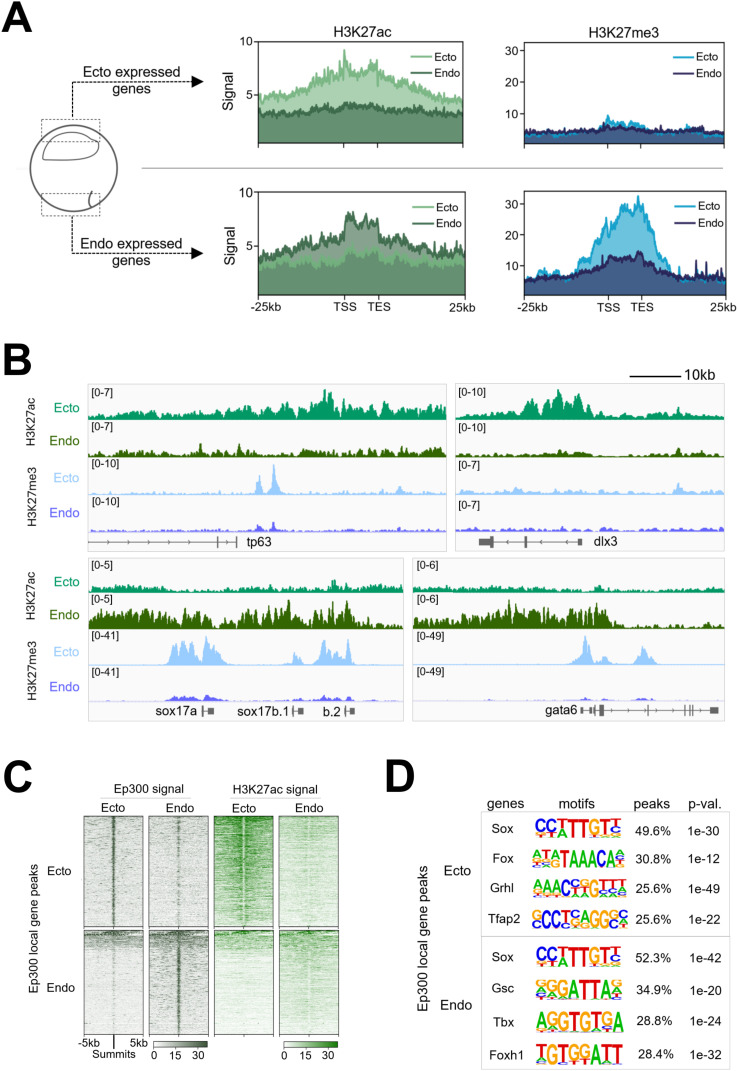
Differential epigenetic regulation of ectodermal and endodermal genes in early gastrulae. **(A)** Signal deposition of H3K27ac (left, green) and H3K27me3 (right, blue) across peaks associated with the top 250 zygotically expressed ectodermal (top) or endodermal (bottom) gene regions obtained from early gastrula ectoderm and endoderm dissections. **(B)** Genome browser tracks showing H3K27ac and H3K27me3 marks along representative zygotically expressed ectodermal and endodermal genes. **(C)** Signal enrichment of Ep300 (left) and H3K27ac (right) across Ep300-bound regions associated with the top 250 zygotically expressed ectodermal (top) and endodermal (bottom) genes from early gastrula ectoderm and endoderm dissections. **(D)** Transcription factor motifs detected within Ep300 peaks within 20kb of top 250 ectodermal (top) and endodermal (bottom) genes. The data underlying this figure can be found in S1 Data and GSE288637.

Ectodermally expressed genes, including their up and downstream regions, are more highly decorated with the activating H3K27ac mark in the ectoderm compared to the endoderm (Figs 1A, 1B, and S1C). On the other hand, endodermally expressed genes are more highly marked by H3K27ac in the endoderm compared to the ectoderm. We also examined the distribution of the repressive mark H3K27me3 across both ectodermally and endodermally expressed genes. Endodermally expressed genes are strongly marked by H3K27me3 in ectoderm, but remain relatively unmarked by H3K27me3 in endoderm (Figs 1A, 1B and S1C). This H3K27me3 deposition suggests a mechanism of active repression of endodermally expressed genes in the ectoderm, which prevents their inappropriate expression outside their endodermal environment. In contrast, H3K27me3 marking of ectodermally expressed genes in both endoderm and ectoderm cells is low. Notably, Akker and colleagues [23] also observed H3K27me3 enrichment on a subset of lineage-enriched marker genes. However, germ layer-specific H3K27me3 modifications were not examined. Our findings, based on dissected tissues from early gastrula embryos, reveal tissue-specific accumulation of H3K27me3 at endodermal gene loci in the ectoderm, a pattern not mirrored for ectodermal genes in the endoderm.

Since H3K27ac marking of ectodermal and endodermal genes correlates well with their region-specific expression in developing embryos, we examined the binding of the histone acetyl transferase Ep300 (Figs 1C and S1D), which is a commonly used marker to identify functional enhancers [24]. In ectoderm explants, Ep300 binding is high in ectodermally expressed genes, while in endoderm explants it is preferentially enriched in endodermal gene binding (Fig 1C). Ep300 functions as a transcriptional co-activator, but it does not possess a DNA-binding domain. Therefore, the recruitment of Ep300 to specific genomic loci requires interactions with DNA-bound TFs. To identify potential Ep300 cofactors, TF motif enrichment search of Ep300-bound peaks was performed for both ectodermally and endodermally expressed gene regions. Sox, Fox, Grhl, and Tfap2 family motifs were most frequently identified in Ep300 peaks associated with ectodermally expressed genes, whereas the Sox, Gsc, Tbx, and Foxh1 motifs were most frequent in endodermally expressed genes (Fig 1D). These results suggest that gene families related to Sox and Fox TFs are critical in both ectodermal and endodermal development. Importantly, *foxi2* and *sox3* transcripts are highly expressed maternally (S2A Fig) and enriched in the ectoderm [20,22,25,26], implying their involvement, in not only regulating the ectodermal gene regulatory program, but also influencing epigenetic modifications of ectodermal genes.

### Foxi2 and Sox3 prebind future ectodermal CRMs before Ep300 recruitment

Previous work showed that maternal Foxi2 can bind to an upstream CRM of the *foxi1* gene to activate its expression [25]. We wished to further examine the genome-wide regulatory role of Foxi2 during early development. Chromatin immunoprecipitation (ChIP)-seq analysis of Foxi2 was performed in mid- to late blastula (st. 8, 9) and early gastrula (st. 10.5) embryos and identified a total of 16,427 bound regions over the entire time course (Fig 2A). There are 13,158 high-confidence Foxi2 bound regions in the mid blastula, 6,668 in the late blastula, and 6,039 in the early gastrula (Fig 2A). Overall, Foxi2 binding is dynamic, displaying unique (class I, III, VI), shared (class II, IV, V), as well as persistently occupied (class VII) binding patterns across stages (Fig 2A and 2B).

**Fig 2:**
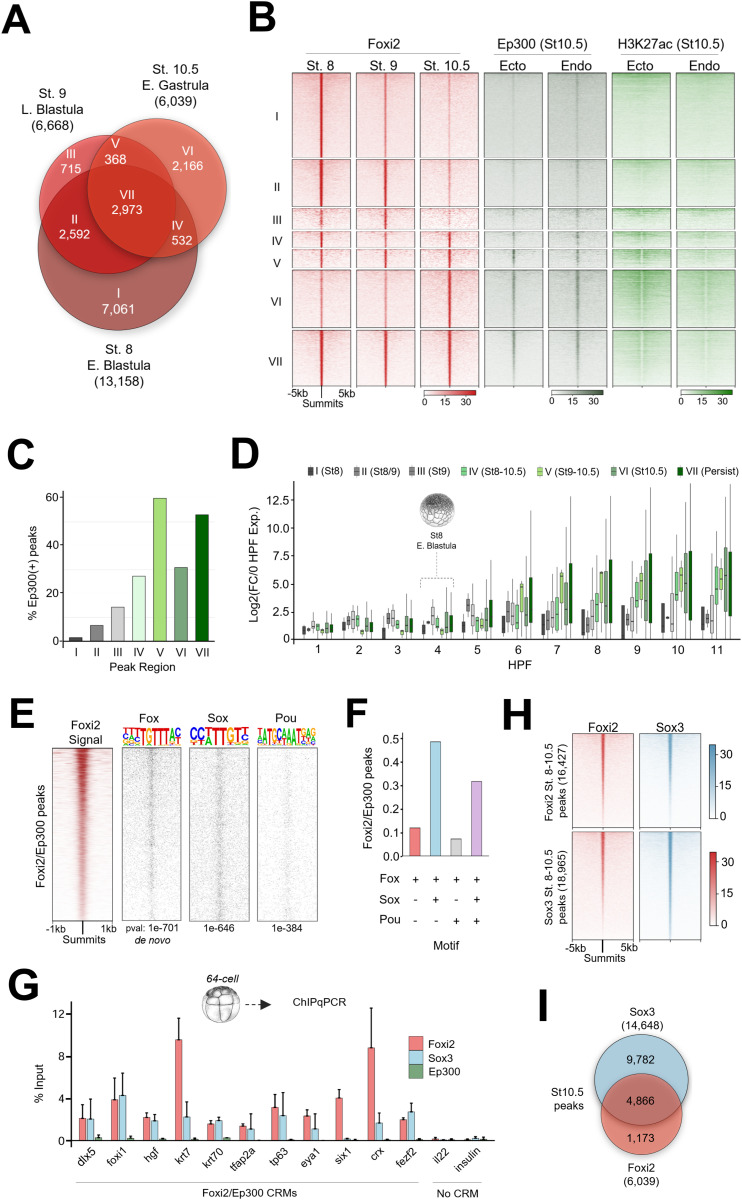
Temporal dynamics and motif analysis of Foxi2 DNA binding and co-occupancy with Sox3 and Ep300 from blastula to early gastrula. **(A)** Venn diagram showing temporal dynamics of Foxi2 DNA binding, with ChIP-seq peaks categorized into Classes I–VII. **(B)** Analysis comparing Ep300 and H3K27ac signal from early gastrula ectoderm and endoderm dissections, within Foxi2 peak classification. **(C)** Proportion of Foxi2 class I–VII peaks overlapping Ep300 peaks from early gastrula ectoderm. **(D)** Temporal RNA expression profiles of genes within 20 kb of Foxi2/Ep300 co-bound peaks in classes I–VII. **(E)** Top predicted Fox motif and best-matched Sox and Pou motifs identified within Foxi2/Ep300 peaks. **(F)** Proportion of Fox, Sox, and Pou motifs present in Foxi2/Ep300 peaks. **(G)** 64-cell embryo ChIP-qPCR analysis of Foxi2, Sox3, and Ep300 binding at early gastrula Foxi2/Ep300 co-bound regions. Error bars represent standard deviation from biological duplicates, ChIP samples were normalized by their percent recovery compared to input (non-pulldown) samples. **(H)** Total Foxi2 (top) and Sox3 (bottom) peaks from early blastula to early gastrula stages, with corresponding Foxi2 and Sox3 ChIP-seq signal. **(I)** Early gastrula Sox3 peak overlap with Foxi2 class IV–VII “active” peaks. The data underlying this figure can be found in S2 Data and GSE288637. *Xenopus* illustrations © Natalya Zahn [27].

To characterize functionally relevant Foxi2 peaks, we examined the correlation of classified Foxi2 peaks with Ep300 and H3K27ac peaks in ectoderm and endoderm explants. Class IV, V, VI, and VII regions contain more H3K27ac deposition and Ep300 binding compared to classes I, II, and III (Figs 2B and S2B). In total, 3,050 Foxi2 peaks are Ep300 co-occupied, where class IV, V, VI, and VII Foxi2 peaks show the highest degree of overlap with both Ep300 and H3K27ac (Figs 2B, 2C and S2B). We bioinformatically assigned nearest zygotic genes to the Foxi2 peaks marked by Ep300, and examined whether these CRMs are linked to transcriptional activity of the genes. We find that class IV, V, VI, and VII genes become transcriptionally active during gastrulation, whereas class I, II, and III genes remain inactive (Fig 2D). These results suggest that Foxi2 peaks (1) are present at stage 10.5, either uniquely or overlapping with blastula stage binding, (2) are co-bound with ectodermal Ep300, (3) are decorated with ectodermal H3K27ac, and (4) are associated with genes expressed post ZGA, indicating that they represent active CRMs.

TFs form complexes on CRMs and typically act in combination. To predict potential co-factors that may work together with Foxi2, we characterized TF motifs enriched within Foxi2-bound regions. As expected, de novo motif analysis reveals Fox motifs are the most centrally enriched (Fig 2E). Besides the Fox motif, the next most abundantly present and centrally enriched motifs are Sox and Pou. These Fox/Sox/Pou motifs co-occur in 33% of Foxi2 peaks bound by Ep300, potentially suggesting complex formation (Fig 2F). Interestingly, while 48% of Foxi2 peaks contain only Fox/Sox motifs, just 7% contain only Fox/Pou motifs (Fig 2E and 2F).

Given Foxi2 and Sox3 high rate of motif co-occurrence, and their maternal expression, we assessed whether Foxi2 and Sox3 prebind functional ectoderm CRMs, before Ep300 recruitment and the onset of ZGA. Foxi2, Sox3, and Ep300 ChIP-qPCR analysis of 64-cell stage embryos (st. 6.5, ~3hpf) reveals that Foxi2 and Sox3, but not Ep300, occupy CRMs for *dlx5, foxi1, hgf, krt7, krt70, tfap2a, and tp63* (Fig 2G)*,* which are expressed in the ectoderm of the early gastrula. This demonstrates that Foxi2 and Sox3 prebind to these ectodermal CRMs during cleavage stages, thus prior to ZGA (st. 8.5, ~ 4–4.5hpf), and before the recruitment of Ep300. This finding demonstrates that these maternal TFs initially recognize the CRMs of future ectodermally expressed genes during the cleavage stages.

### Active ectodermal CRMs are co-occupied by Foxi2 and Sox3

Given that 64-cell stage embryos (st. 6.5, ~3hpf) have not begun zygotic gene expression, we asked if early Foxi2 and Sox3 colocalization was maintained through ZGA. Sox3 ChIP-seq during the mid- through late blastula (st. 8–9) and the early gastrula (st. 10.5), yielded a total of 18,965 peaks, which are extensively co-occupied by Foxi2 (Figs 2H, S3A and S3B). Similarly, Sox3 is enriched across many of the 16,427 Foxi2-bound regions during this time window (Fig 2H). As development progresses from the mid-blastula to early gastrula, the binding of each TF increasingly bind to regions already occupied by the other TF (S3A Fig). We examined the dynamic binding of Foxi2 and Sox3 around several ectodermally expressed genes and observed that their co-occupancy is either maintained or increases from the early blastula to the early gastrula (S3B Fig). By the early gastrula stage, Sox3 is enriched at approximately 81% of Foxi2 class IV, V, VI, VII peaks (Fig 2I), which show strong overlap with Ep300 binding and are associated with robust gene expression. These data suggest that Foxi2 and Sox3 initiate and maintain significant co-localization on ectodermal CRMs during ZGA through the onset of gastrulation (S3B Fig).

Sox3 binds to 5,828, 4,402, and 14,648 peaks in stage 8, 9, and 10.5 embryos, respectively (Fig 3A). To gain further insight into Sox3 activity, we examined its overlap with Ep300, following the same approach used in our Foxi2 ChIP-seq analyses. Sox3 peaks display temporally unique (class I, III, VII), shared (class II, IV, VI), and persistently occupied (class V) binding patterns (Fig 3A and 3B). Class V, VI, and VII peaks all displayed higher Ep300 binding overlap and H3K27ac deposition compared to class I, II, III, and IV (Fig 3B and 3C), suggesting that class V-, VI-, and VII-associated genes are active. These results imply that, like Foxi2, Sox3 peaks that persist from stage 8 to 10.5 and 9 to 10.5, or are specifically bound at stage 10.5, are associated with Ep300 and represent active CRMs. We examined whether these CRMs are linked to transcriptional activity of the genes. Similar to Foxi2, Sox3 Class IV, V, VI, and VII associated genes are expressed at higher levels compared to class I, II, and III genes (Fig 3D).

**Fig 3:**
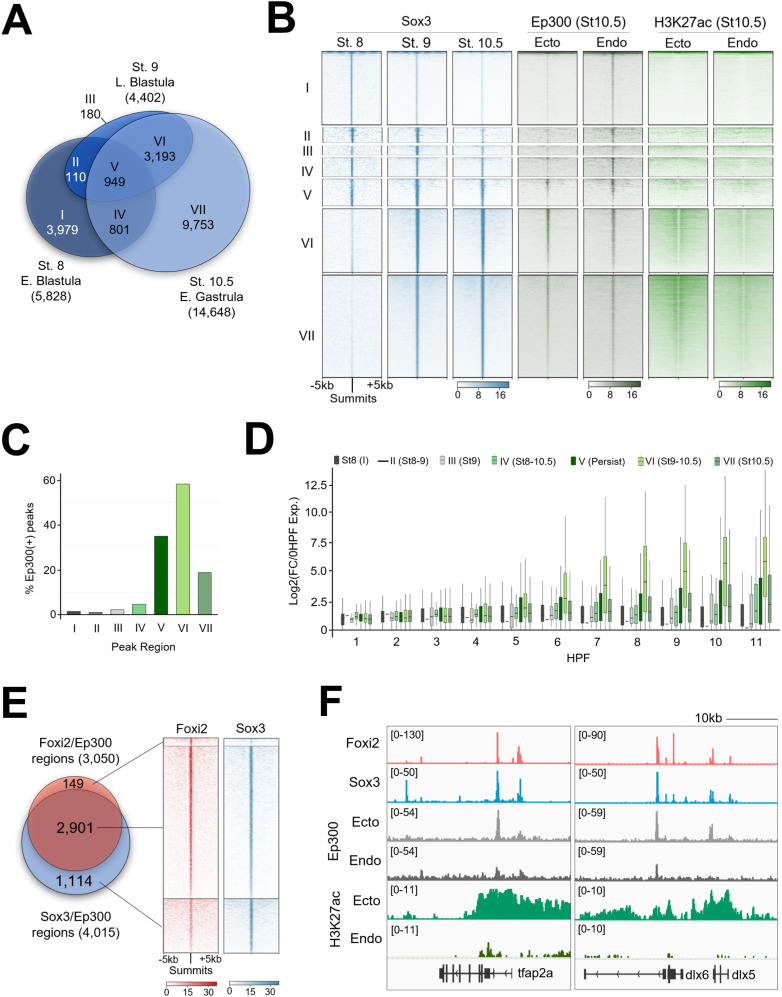
Foxi2 and Sox3 preferentially colocalize at ectoderm CRMs in the presence of Ep300. **(A)** Venn diagram illustrating the temporal dynamics of Sox3 ChIP-seq peaks, classified into categories I–VII. **(B)** Clustering analysis comparing Sox3 peak classifications with Ep300 and H3K27ac signals from early gastrula ectoderm and endoderm dissections. **(C)** Proportion of Sox3 class I–VII peaks overlapping with Ep300 peaks. **(D)** Temporal gene expression profiles of genes located within 20 kb of Sox3/Ep300 co-bound peaks in Class I–VII. **(E)** Comparison of Foxi2 and Sox3 co-bound and independently bound regions overlapping with Ep300. **(F)** Genome browser tracks highlighting Foxi2, Sox3, and Ep300 binding along with H3K27ac enrichment at selected ectodermally expressed genes. The data underlying this figure can be found in S3 Data and GSE288637.

Next, we further examined the genomic co-localization of Foxi2 and Sox3 in the context of ectoderm-specific Ep300 binding. Among the 4,866 Foxi2 and Sox3 early gastrula co-bound regions (Fig 2I), 2,901 also overlap with ectodermal Ep300 peaks (Fig 3E). These overlapping regions account for 95% of the 3,050 Foxi2/Ep300 peaks and 72% of the 4,015 Sox3/Ep300 peaks (Fig 3E). Additionally, these CRM regions show significantly higher Ep300 binding and H3K27ac mark deposition in the ectoderm compared to endoderm, suggesting their functional importance in ectodermal gene regulation (Figs 3F and S3B). Linking 2,901 Foxi2/Sox3 CRMs co-bound with Ep300 to their nearest genes, we find highly significant GO terms related to cell fate specification of neural (e.g., *fezf2, neurog3*, *zic3*)*,* and epidermal lineages (e.g., *dlx3*, *grhl2*, *krt7*) (S3C Fig). This suggests that Foxi2 and Sox3 orchestrate a *cis-*regulatory code critical for driving both neural and non-neural ectoderm specification.

In early gastrula stage embryos, ectodermal genes such as *dlx5*, *foxi1*, *hgf*, *krt7*, *krt70*, *tfap2a*, and *tp63*, are bound by both Foxi2 and Sox3, and overlap with Ep300 peaks (Figs 3F and S3B). Interestingly, these CRMs are also premarked by Foxi2 and Sox3 by the 64-cell stage (Fig 2G). Given the established role of the Foxi family TFs in sensory placode formation [28,29], we examined the key sensory placode genes, such as *eya1*, *six1*, and the anterior neural marker *fezf2,* which we found to be marked during cleavage stage (Fig 2G). Indeed, these genes are also co-bound by Foxi2 and Sox3 in the early gastrula stage embryos (S3B Fig), sharing the same CRMs pre-bound by Foxi2 and Sox3 during cleavage stages (Fig 2G). These findings underscore the master regulatory role of maternal TFs in pre-marking critical ectodermal CRMs for future gene expression.

### Independent and cooperative roles of Foxi2 and Sox3 in regulating ectodermal gene expression

To investigate the molecular function of Foxi2 and Sox3, we generated Foxi2 and Sox3 knockdown phenotypes using translation-blocking morpholino antisense oligonucleotides (MOs) (S4A and S4B Fig). Embryos injected with Foxi2 or Sox3 MOs showed substantial depletion of Foxi2 and Sox3 proteins (Fig 4A). While only a minority of Sox3 morphants exhibited decreases in body length and inhibited blastopore closure, Foxi2 knockdown embryos showed robust defects in both dorsoventral patterning and body length, as well as reduced head size (Fig 4B). RNA-seq analysis of both Foxi2 and Sox3 morphants compared to wild-type embryos identified genes activated and repressed by Foxi2 and Sox3 (Fig 4C and 4D). 

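RNA from embryos injected with the Foxi2 or the Sox3 MO, and from their controls, was sequenced as poly(A)-selected libraries at late blastula (stage 9) and early gastrula (stage 10.5). Each factor had controls of its own. Foxi2 at late blastula had 3 morphant and 3 control libraries, and each of the other 3 comparisons had 2 and 2, which makes 18 libraries. The authors aligned the reads with RSEM and STAR to the *X. tropicalis* V10.0 genome and deposited expected counts for 28850 genes in each library. An expected count is RSEM's estimate of the reads that come from a gene, and reads that match several near-identical genes are split between them, so the values of such genes are less certain. The totals per library ranged from 12740571 to 27866261 expected counts, so the tables hold values that were not scaled to a common depth. For the comparisons given here, the expected counts were rounded to whole numbers, normalized with edgeR's TMM method, filtered with filterByExpr and tested with edgeR's quasi-likelihood test, each morphant against its own controls. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its expression changed at least 2-fold. Log2 fold changes are morphant over control, so a gene that a factor activates has a negative value. Libraries with the same replicate number were alike. Differences between replicate numbers made up 88.8% of the variance of log2 CPM (counts scaled to library size) in the Foxi2 libraries at late blastula and 75.8% at early gastrula, and 73.5% and 62.0% in the Sox3 libraries. Differences between morphants and controls made up 5.23% and 15.7% in the Foxi2 libraries and 17.8% and 27.3% in the Sox3 libraries. The fit with the replicate number as a block sets each morphant library against the control with its number. Where it changes a call, it is therefore given beside the result or in the closing sections.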

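The transcript of each targeted gene was read in every library. *foxi2*, on chromosome 7 of the genome from 24018956 to 24022142, had 391, 382 and 371 CPM in the Foxi2 morphants of late blastula and 360, 331 and 218 CPM in their controls. Its log2 fold change was 0.33 (standard error 0.20, 3 against 3 libraries). At early gastrula *foxi2* had 278 and 386 CPM in the morphants and 113 and 262 CPM in the controls, a log2 fold change of 0.83 (standard error 0.47). With 1 library left out the *foxi2* value was 0.14 without control replicate 3 at late blastula, and at early gastrula it was 0.34 without control replicate 1 and 1.55 without control replicate 2. *sox3*, on chromosome 8 from 55346463 to 55348089, had 991 and 921 CPM in the Sox3 morphants of late blastula and 692 and 625 CPM in their controls. At early gastrula it had 1680 and 1210 CPM in the morphants and 629 and 454 CPM in the controls. The log2 fold changes of *sox3* were 0.54 (standard error 0.11) and 1.42 (standard error 0.24), and the adjusted p from edgeR's quasi-likelihood test was 0.832 and 0.357. With the replicate block the *sox3* change at early gastrula was called, with an adjusted p of 7.1e-05. Over its 11 alternatives the adjusted p ran from 5.78e-05 to 0.386. The change was called in 6 of them, DESeq2 without a block included. Both MOs block translation, so neither transcript measures how far its protein was depleted.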

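Without regard to any p-value, 118 of the 12802 genes tested in Foxi2 morphants at late blastula were at least 2-fold lower than in controls and 175 were at least 2-fold higher. At early gastrula the numbers were 164 lower and 250 higher among 13215 genes. In Sox3 morphants, 251 genes were at least 2-fold lower and 147 higher among 13909 at late blastula, and 352 were lower and 649 higher among 14427 at early gastrula.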

We intersected these data with Foxi2 and Sox3 ChIP-seq datasets to identify direct target genes, defined as those showing at least a 2-fold change in expression in the morphants and having Foxi2 and/or Sox3 binding sites within 20 kb of the gene (Fig 4C and 4D). At the late blastula stage, Foxi2 and Sox3 directly activate 78 and 114 genes, and repress 68 and 18 genes, respectively (Fig 4C). 

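At late blastula no gene passed both thresholds in the fit without a block, in Foxi2 or in Sox3 morphants. The smallest adjusted p from edgeR's quasi-likelihood test was 1 in Foxi2 morphants and 0.259 in Sox3 morphants, and 145 and 392 genes had an unadjusted p under 0.05. With the replicate block, 57 genes were lower and 35 higher in Foxi2 morphants, and 140 were lower and 43 higher in Sox3 morphants. DESeq2, without a block, called 16 lower and 4 higher in Foxi2 morphants and 61 lower and 7 higher in Sox3 morphants. S4 Data lists the bound genes that the paper assigns to each factor. Of its 94 activated and bound Foxi2 genes at late blastula, 65 passed the expression filter. All 65 were lower in the Foxi2 morphants, 56 of them at least 2-fold, and 29 were called with the block. Of its 115 activated and bound Sox3 genes, 108 were tested, all 108 were at least 2-fold lower in the Sox3 morphants, and 94 were called with the block. Adjusted over the list alone, without a block, 7 of the Foxi2 genes and 85 of the Sox3 genes had an adjusted p under 0.05, and with the block 65 of 65 and 108 of 108 had. Of the bound genes listed as repressed, 54 were tested in Foxi2 morphants and 15 in Sox3 morphants, all were higher, and 14 and 12 were called with the block. The study chose these lists on the same libraries, so their direction here is not independent evidence, and the blocked counts within the lists were added after the data had been seen.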

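In the gastrula libraries, too, the fit without a block called no gene. The smallest adjusted p from edgeR's quasi-likelihood test was 0.734 in Foxi2 morphants, with 277 genes at an unadjusted p under 0.05, and 0.171 in Sox3 morphants, with 795 such genes. Once the replicate number was a block, 81 genes were lower and 113 higher in Foxi2 morphants, and 214 were lower and 270 higher in Sox3 morphants. In the DESeq2 fit 12 genes were lower and 18 higher in Foxi2 morphants, and 122 were lower and 66 higher in Sox3 morphants. S4 Data lists 84 activated and bound Foxi2 genes at early gastrula, of which 71 were tested. All 71 were at least 2-fold lower in the Foxi2 morphants, and the blocked fit called 51. For Sox3, 165 activated and bound genes were tested. All 165 were lower, 163 of them at least 2-fold, and the blocked fit called 163. Adjusted over the list alone, without a block, the adjusted p was under 0.05 for 4 of the Foxi2 genes and 153 of the Sox3 genes, and with the block for 70 and 165. The 49 tested genes listed as bound and repressed by Foxi2 were all at least 2-fold higher, and 38 of them were called with the block. For these genes, as at late blastula, the listing and the values come from the same libraries.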

A similar analysis in gastrula-stage embryos revealed that Foxi2 and Sox3 directly activate 72 and 164 genes and repress 54 and 136 genes, respectively (Fig 4D). 

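Across the 12461 genes tested in both morphants at late blastula, the Foxi2 and Sox3 knockdown effects had a Pearson's r of 0.101 and a Spearman's rho of 0.056. At early gastrula r was 0.198 and rho 0.142 over 12908 genes. Both are correlations across genes, which are not independent replicates, so they carry no p-value. The morphants of each factor have their own controls, so no library enters both sides. Over the single pairs of libraries r ranged from 0.018 to 0.107 at late blastula and from 0.104 to 0.212 at early gastrula. It fell to 0.041 and 0.048 when every gene with at least 1 count was kept, the alternative that moved it most. No gene was called lower in both morphants in edgeR's quasi-likelihood fits without a block. There, 37 genes in Foxi2 and 144 in Sox3 morphants were at least 2-fold lower with an unadjusted p under 0.05 at late blastula. At early gastrula the numbers were 55 and 214. DESeq2, also without a block, called some genes lower in both at early gastrula. In the fits with the replicate block, 7 genes were lower in both at late blastula and 19 at early gastrula.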

Intersecting the lists of genes activated by Foxi2 and Sox3 identifies 34 genes co-bound and co-regulated by both factors. These genes include well-studied ectodermal TFs such as *dlx3, dlx5, foxi1, hes5.1, tfap2a,* and *tp63* [30,31]. 

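The tables give these genes by symbol. *tfap2a*, on chromosome 6 from 90348322 to 90367581, had 138 ± 25.3 CPM (SD, n = 2) in Foxi2 morphants and 276 ± 94.4 CPM in controls at early gastrula, which on the log2 scale fell by 1.00 (standard error 0.31). In Sox3 morphants its log2 fold change was -1.21 (standard error 0.17) at late blastula and -1.75 (standard error 0.18) at early gastrula. Without control replicate 1 the Foxi2 value was -0.61. The replicate block gave -0.98 for the Foxi2 morphants, just short of a 2-fold change, and a call in the Sox3 morphants at both stages. *foxi1* was lower in both morphants at late blastula, by a log2 fold change of -1.79 (standard error 0.52) in Foxi2 and -2.07 (standard error 1.19) in Sox3 morphants, and both were called with the block. At early gastrula the *foxi1* values were -0.69 and -0.23 and neither was called. They became 0.78 without control replicate 2 in the Foxi2 libraries and 0.34 without morphant replicate 1 in the Sox3 libraries. *dlx3* fell by 1.81 on the log2 scale in Foxi2 and 2.89 in Sox3 morphants at early gastrula, *hes5.1* fell by 2.78 and 2.7, and *tp63* fell by 1.71 and 3.45. The blocked fits called all 6 of these changes, and each was lower in 2 of 2 pairs of libraries. Without control replicate 1, which leaves morphant replicate 1 unpaired, the Foxi2 values became 0.71 for *dlx3* and 0.34 for *tp63*. With the block they were -1.68 and -1.55. *dlx5* fell by 1.11 in Foxi2 morphants at late blastula and by 2.13 in Sox3 morphants at early gastrula, also called with the block. The first of these was -0.20 without control replicate 3. Without control replicate 1, *hes5.1* was at -1.14 in Foxi2 morphants and *dlx3* at -1.80 in Sox3 morphants, and *foxi1* at late blastula was at -1.03 in Sox3 morphants without control replicate 2 and at -4.54 without morphant replicate 2. *tp63* was at -5.27 in Sox3 morphants without morphant replicate 1. *hes5.1* was below 1 CPM on average in the Sox3 controls (0.895 ± 0.429 CPM, SD, n = 2) and *tp63* at 2.07 ± 0.540 CPM, so these folds rest on few counts. In edgeR's quasi-likelihood test without the block none of these changes was called, at adjusted p between 0.202 and 1, while DESeq2 without a block called *tfap2a* in Sox3 morphants at both stages and *dlx5* in them at early gastrula.

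**Figure D1:**
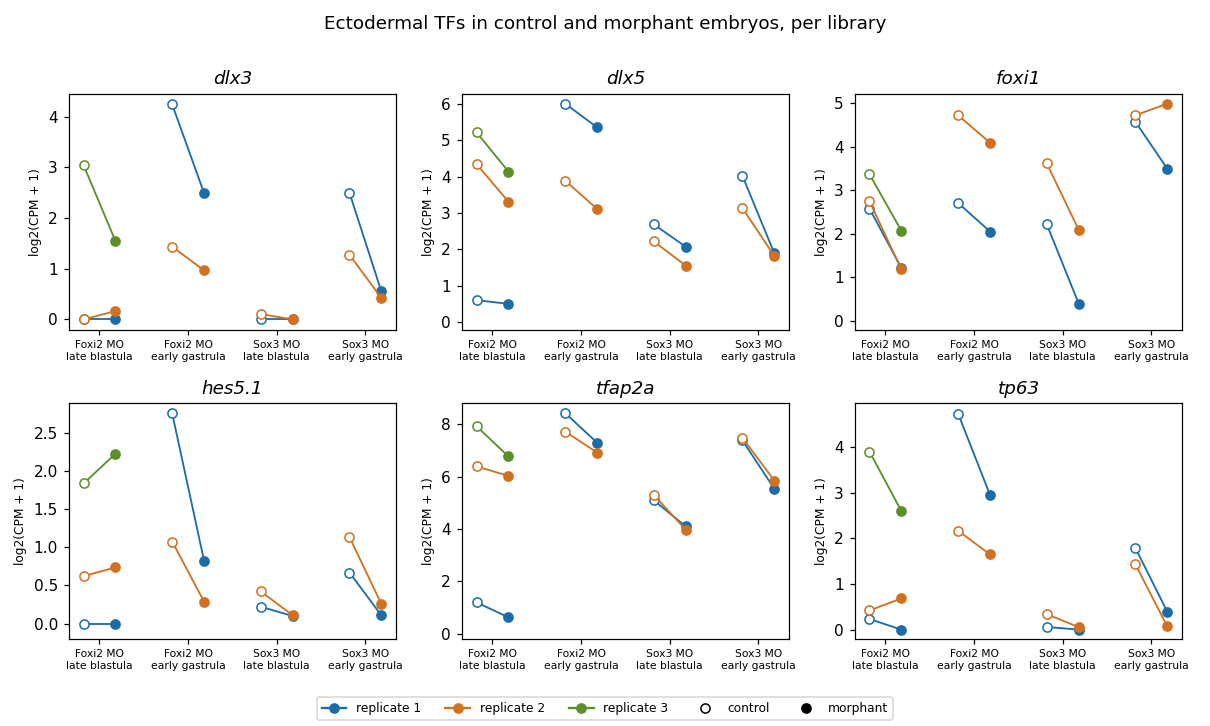
Expression of *dlx3*, *dlx5*, *foxi1*, *hes5.1*, *tfap2a* and *tp63* in each library, as log2 of CPM plus 1, for the 4 comparisons. Open circles are controls and filled circles morphants, and lines join the libraries with the same replicate number; in both Sox3 pairs at early gastrula *tfap2a* lies lower in the morphant, at 45.2 and 56.6 CPM against 166 and 177.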

Reverse transcription (RT)-qPCR analysis of *foxi2* and *sox3* morphants confirms that these ectodermal TFs are jointly regulated by both factors (Fig 4E). 

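Whether a gene responds to a single factor was tested as a difference between the knockdown effects, with an interaction term over the libraries of both factors. In the fit without a block no gene passed, with 133 genes at an unadjusted p under 0.05 at late blastula and 378 at early gastrula. DESeq2's interaction test called 14 and 37 genes. With the replicate block, 283 genes differed at late blastula, 87 of them lower in Foxi2 than in Sox3 morphants, and 201 at early gastrula, 79 of them lower in Foxi2 morphants. At either stage, the blocked fits called 106 genes lower in Foxi2 morphants and 282 in Sox3 morphants, and 29 were in both groups. That left 77 genes lower in Foxi2 morphants alone, of which 45 differed from Sox3 by the blocked interaction test, and 253 in Sox3 morphants alone, of which 138 differed from Foxi2. Among the bound genes of S4 Data, the blocked fits called 42 in Foxi2 morphants alone, 187 in Sox3 morphants alone and 23 in both. That last count was added after the data had been seen.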

Separately, 115 genes are regulated solely by Foxi2, while 243 genes are regulated solely by Sox3. 

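At early gastrula *amotl1* and *klf5*, both on chromosome 2, were lower in Foxi2 morphants, with log2 fold changes of -2.19 (standard error 0.81) and -1.28 (standard error 0.19). In Sox3 morphants the values were 0.65 and 0.39, and without morphant replicate 2 they were 0.03 and -0.12. The blocked interaction test gave a difference between the knockdowns of -2.72 for *amotl1* and -1.61 for *klf5*, with adjusted p of 0.0102 and 0.0103 from edgeR's quasi-likelihood test. *krt70* fell by 1.04 in Foxi2 morphants at early gastrula (standard error 0.85) and *gata3* by 1.26 (standard error 1.38). Their differences from Sox3 did not pass, with adjusted p of 0.113 and 0.104 in the same test, and both became positive without control replicate 1, at 0.29 and 1.3. *kit* was lower in Foxi2 morphants (-1.65, standard error 1.06), and also in Sox3 morphants (-0.98, standard error 0.43), where it was not called. Without control replicate 1 the Foxi2 values were -0.58 for *kit* and -1.11 for *amotl1*. *dlc* fell by 1.70 (standard error 1.79) in Foxi2 morphants at late blastula and by 1.3 (standard error 0.22) in Sox3 morphants at early gastrula, and both were called with the block. Without control replicate 3, which leaves morphant replicate 3 unpaired, the *dlc* value at late blastula was 1.85. With the block it was -1.42.
Among genes lower in Sox3 morphants, *neurog3*, on chromosome 7 from 45189934 to 45191726, had 0.165 ± 0.0956 CPM (SD, n = 2) at early gastrula against 5.89 ± 1.42 CPM in controls, a log2 fold change of -5.08 (standard error 0.61). At late blastula it had 0 counts in both morphant libraries and at most 27 in a control, which makes it at least 9.03-fold lower. *zic4* and *sox21* fell by 3.89 and 2.81 at early gastrula and by 4.33 and 2.13 at late blastula, and the blocked interaction test set both apart from Foxi2 at both stages. At early gastrula *cdx4* fell by 2.08, *foxd4l1.2* by 1.94, *hes5.10* by 1.66, *olig4* by 1.69 and *foxb1* by 1.25, and the blocked fit called *cdx4*, *foxd4l1.2* and *hes5.10*. Without control replicate 1, *foxd4l1.2* was at -1.19 and *olig4* at -0.86. *foxb1* was at -1.98 without morphant replicate 1 and at -0.80 without morphant replicate 2. The difference from Foxi2 passed for *cdx4* (adjusted p = 0.0158 from the same edgeR test) and *hes5.10* (0.0488) and not for *foxd4l1.2* (0.154), *foxb1* (0.139) or *olig4* (0.63). *olig4* was also lower in Foxi2 morphants, by 1.00 (standard error 0.55). The paper draws here on genes that have a binding site of a factor nearby and are lower in its morphants. It also draws on RT-qPCR of some genes in single and double morphants. From these it proposes that the factors act on their targets jointly as well as separately, and that they direct the early program of the ectoderm. For the latter it further uses ectopic expression of both factors in endoderm and Ep300 binding in double morphants.

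**Figure D2:**
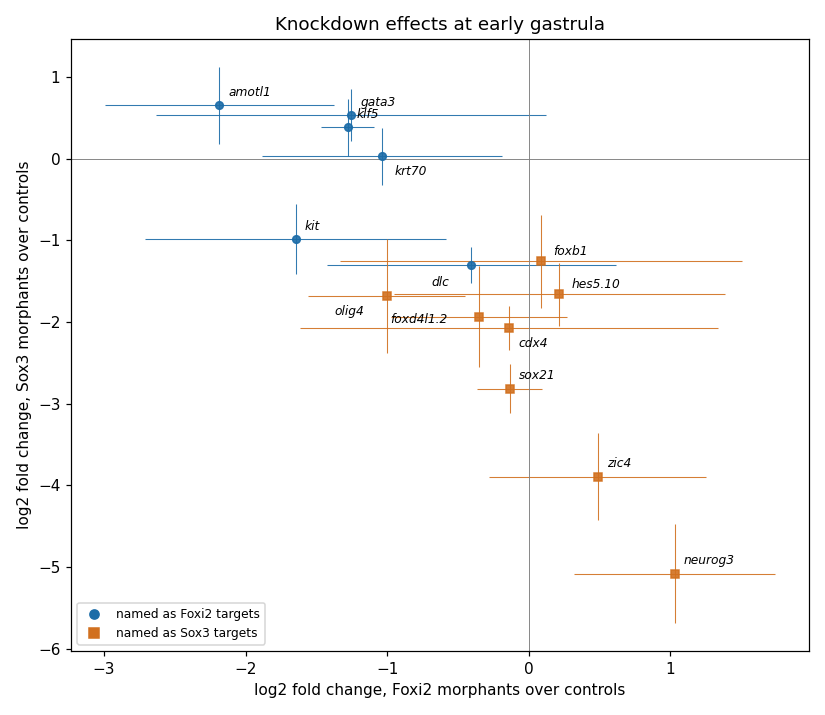
Log2 fold changes at early gastrula in Foxi2 morphants (x axis) and Sox3 morphants (y axis), each over its own controls, for *amotl1*, *dlc*, *gata3*, *kit*, *klf5* and *krt70* (circles) and *cdx4*, *foxb1*, *foxd4l1.2*, *hes5.10*, *neurog3*, *olig4*, *sox21* and *zic4* (squares). Bars are standard errors of the fits without a block; *neurog3* lies lowest, at -5.08 on the y axis, and *amotl1* farthest left, at -2.19 on the x axis.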

Specific targets of Foxi2 include*, amotl1, dlc, gata3, kit, klf5,* and *krt70*, while direct targets of Sox3 include *cdx4, foxb1, foxd4l1.2, hes5.10, neurog3, olig4, sox21, zic3,* and *zic4.* These data suggest that Sox3 and Foxi2 regulate their specific target genes both jointly and independently, serving as master TFs that govern the early ectodermal program.

**Fig 4:**
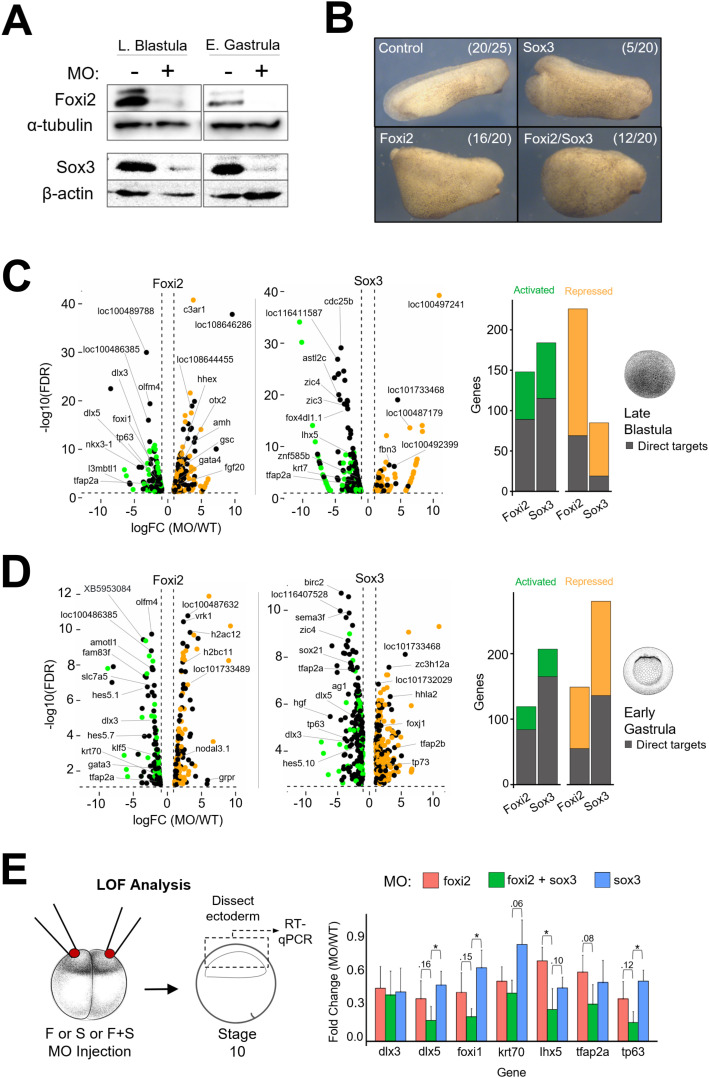
Independent and cooperative roles of Foxi2 and Sox3 in regulating ectodermal gene expression. **(A)** Western blot of Foxi2 and Sox3 morphant embryos at late blastula and early gastrula stages. **(B)** Phenotypic analysis of Foxi2, Sox3, and Foxi2/Sox3 morphants at the early tailbud stage. **(C, D)** RNA-seq analysis of late blastula embryos (top) and early gastrula embryos (bottom) showing activated and repressed genes within 20 kb of Foxi2-/Sox3-bound regions. Histograms show the total number of direct target genes affected in morphants. **(E)** Schematic diagram of loss-of-function experiment (left). RT-qPCR analysis of key ectodermally expressed genes (right) in early gastrula ectoderm of Foxi2, Sox3, and Foxi2/Sox3 morphants. *eef1a1* expression was used for normalization. Error bars represent standard deviation from 3 biological replicates, asterisks indicate statistically significant differences (*p* < 0.05) determined by Student *t* test. The data underlying this figure can be found in S4 Data and GSE288636. *Xenopus* illustrations © Natalya Zahn [27].

### Foxi2 and Sox3 directly co-regulate spatially distinct inner and outer layer cell states

To gain a deeper understanding of gastrula ectoderm differentiation than can be provided by bulk RNA-seq analyses, we assessed nascent transcripts at the single-cell level by performing single-nucleus (sn) RNA-seq on stage 10.5 wild-type embryos. We then characterized the cell-type-specific expression of Foxi2 and Sox3 direct target genes within this dataset. Pre-processing using a 1,500 genes/cell cut-off yielded 13,711 high-quality early gastrula nuclei (Fig 5A). De novo clustering and marker gene expression analysis identified a total of 13 defined cell states, consisting of 5 ectodermal, 4 mesodermal, and 4 endodermal cell types (Figs 5A, S5A and S5B). The five ectodermal cell clusters map at the bottom of two major lobes in the Uniform Manifold Approximation Projection (UMAP) (Fig 5A) and express markers that show these represent inner neural plate, inner neural plate border, inner non-neural ectoderm, outer neural ectoderm, and outer non-neural ectoderm. Notably, inner ectoderm cell clusters are positioned in the left lobe, while outer ectoderm cell clusters segregate in the right lobe (Figs 5A, S5C, and S5E). Two small lobes in the upper right (gray) contain unannotated cells (UC) that may represent a novel cell state characterized by *dscaml1* and *tp73* expression (S5D Fig) among others, but the identity of these cells is currently unclear.

**Fig 5:**
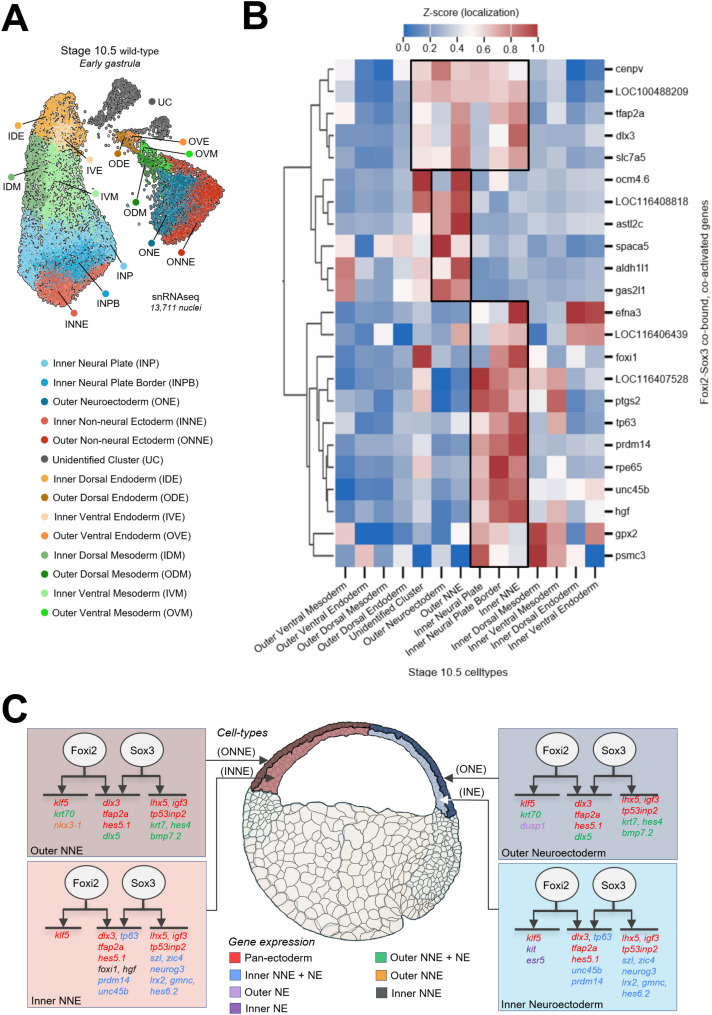
Foxi2 and Sox3 directly co-regulate genes in all ectodermal cell states. **(A)** Single nucleus RNA-seq UMAP (uniform manifold approximation projection) identifying 14 distinct cell types in the early gastrula. **(B)** Z-score expression analysis of Foxi2/Sox3 co-bound target genes shows distinct gene expression patterns marking outer and inner ectodermal cell types. The boxes represent genes expressed in both the inner and outer ectodermal layers, as well as genes specific to either the outer or inner ectodermal layer. **(C)** Schematic diagram depicting the regulatory roles of Foxi2 and Sox3, either independently or jointly, in activating the expression of target genes across various ectodermal cell types. The data underlying this figure can be found in S5 Data and GSE288638.

After identifying 5 ectodermal cell clusters in stage 10.5 embryos, we mapped the expression patterns of Foxi2 and Sox3 direct target genes in the gastrula ectoderm to determine how Foxi2 and Sox3 contribute to the regional identity of this germ layer. 

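*olfm4*, on chromosome 8 from 79187184 to 79194263, had 16.9 ± 9.30 CPM (SD, n = 2) in Foxi2 morphants at early gastrula and 83.4 ± 39.2 CPM in controls, a log2 fold change of -2.30 (standard error 0.58). At late blastula the change was -2.66 (standard error 2.13), and it was -0.52 without control replicate 3 and -4.69 without morphant replicate 3. In Sox3 morphants *olfm4* was also lower at late blastula, by -1.72 (standard error 0.45), and all 3 changes were called with the replicate block. *lhx3* was higher in Foxi2 morphants at early gastrula, with 20 and 13 counts against 5 and 4 in the controls, a log2 fold change of 2.12 (standard error 0.70) that was called in 1 of 10 alternatives. In the Sox3 morphants of that stage *lhx3* had 0 counts in both libraries and 9 and 6 in the controls, so it was at least 2.54-fold lower.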

There are 18 inner-layer and 14 outer-layer bound ectoderm target genes that are exclusively regulated by Foxi2, which include *amotl1, klf5, krt70, lhx3, nkx3-1, and olfm4*. Additionally, 53 inner and 49 outer layer direct ectoderm target genes are exclusively regulated by Sox3, including *foxd4l1.2, neurog3, olig3, olig4, sal3, sox21, szl, zic3, and zic4,* many of which are involved in neurogenesis. 

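In the Sox3 morphants of early gastrula *szl*, on chromosome 3 from 71700005 to 71702739, had 4.56 ± 2.50 CPM (SD, n = 2) against 16.7 ± 0.453 CPM in controls, a log2 fold change of -1.88 (standard error 0.45) that was called with the replicate block. *olig3* had at most 3 counts in the morphant libraries of this stage and 20 to 22 in the controls, which makes it at least 7.16-fold lower. The difference from the Foxi2 knockdown did not pass the blocked interaction test for either gene (adjusted p = 0.242 for *szl* and 0.12 for *olig3* from edgeR's quasi-likelihood test).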

Pan-ectodermal targets (e.g., *dlx3, hes5.1, klf5, lhx5,* and *tfap2a*) are expressed across all five cell states. Some of these genes are specifically regulated by Foxi2 or Sox3 alone, while others require the combinatorial input of both Foxi2 and Sox3 (Fig 5C). The observations suggest that Foxi2 and Sox3 regulate genes in all five distinct ectoderm cell states. Interestingly, we identified target genes of Foxi2 and Sox3 that are specifically expressed in the inner (both non-neural and neural) ectodermal layer, such as *foxi1, prdm14, szl, tp63,* and *zic4*. Similarly, genes such as *dlx5, hes4,* and *krt70* are expressed in the outer (both non-neural and neural) ectodermal cell states. Since Foxi2 and/or Sox3 regulate genes across both distinct ectodermal layers, we suggest that additional factors, like Prkci and Mark3, might play a role in differential segregation of these cell layers ([32,33], Tabler and colleagues [34]).

### Foxi2 and Sox3 are master regulators shaping the ectodermal epigenetic landscape

Given the potential synergy of Foxi2 and Sox3 within the ectoderm and their distinct roles in ectoderm target gene activation, could Foxi2 and Sox3 together serve as master regulators of ectodermal differentiation? To test this hypothesis, we injected Foxi2 and/or Sox3 mRNA into the vegetal pole and assessed the endoderm cell state in dissected vegetal tissue explants at gastrula stage 10.5 (Fig 6A). While overexpression of Foxi2 or Sox3 alone induced modest ectoderm gene expression, coinjection of both factors activated the ectodermal genes, *dlx5*, *foxi1, krt70*, *lhx5,* and *tfap2a*. Moreover, expression of key endodermal genes such as *gata4*, *gsc*, *hhex,* and *otx2* was significantly reduced in endodermal explants co-expressing Foxi2 and Sox3 mRNA. These findings support Foxi2 and Sox3 working together as master regulators of ectodermal identity.

**Fig 6:**
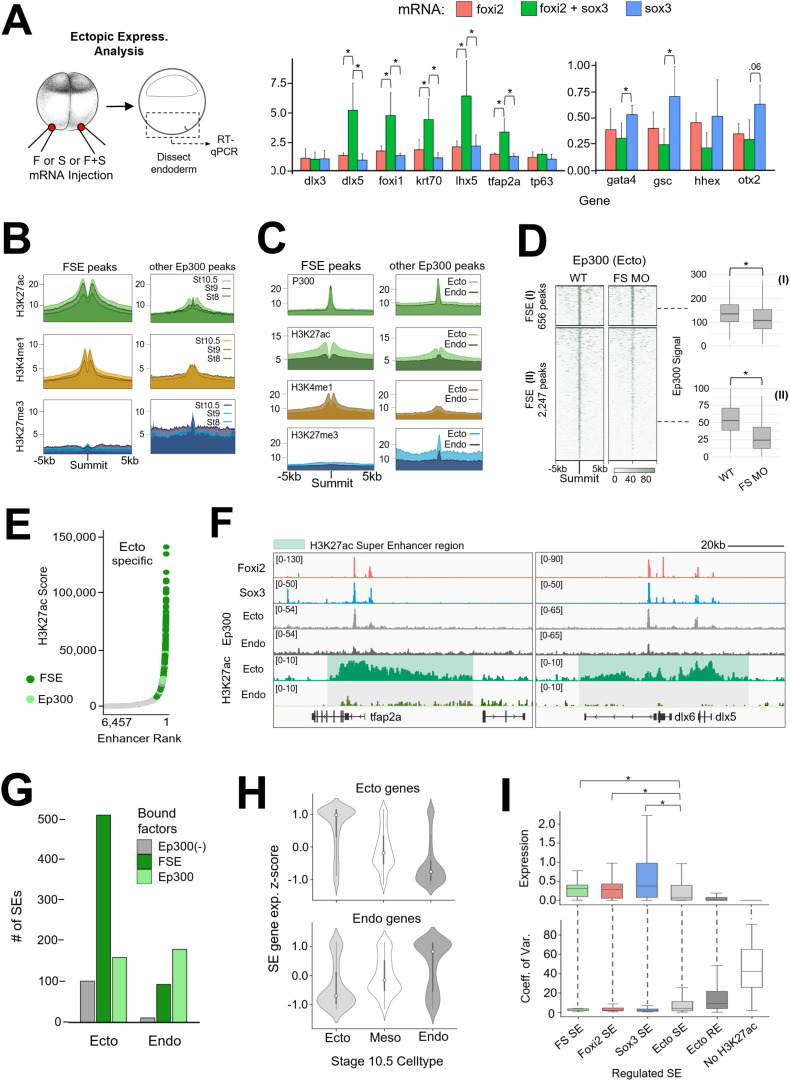
Foxi2 and Sox3 are master regulators shaping the ectodermal super enhancer landscape. **(A)** Schematic diagram of the experimental design (left). RT-qPCR analysis of key ectoderm and endoderm genes from early gastrula endoderm after ectopic expression of 1ng Foxi2, Sox3 or Foxi2/Sox3 mRNA. *eef1a1* expression was used for normalization. Error bars represent standard deviation from 3 biological replicates, asterisks indicate statistically significant differences (*p* < 0.05) determined by Student *t* test. **(B)** Accumulation of H3K27ac, H3K4me1, and H3K27me3 histone modifications around Foxi2/Sox3/Ep300 (FSE) co-occupied, and other solely bound Ep300 peaks. **(C)** Deposition of Ep300, H3K27ac, H3K4me1 and H3K27me3 at FSE and other Ep300 peaks present in the early gastrula ectoderm and endoderm. **(D)** Ep300 signal intensity in dissected ectoderm at enhancers co-bound by Foxi2, Sox3, and Ep300 (FSEs). Box-and-whisker plots show the distribution of Ep300 signals, highlighting differences between WT and FS morphants. **(E)** Total ectoderm SEs associated with FSE co-occupied peaks and Ep300 solely occupied peaks. **(F)** Genome browser views of ectodermal SEs (shaded area), which are present (highly acetylated) in ectoderm but absent in endoderm. **(G)** Histogram comparing the total number of SEs associated with peaks containing Foxi2/Sox3/Ep300 (FSE), Ep300 with insignificant Foxi2/Sox3 binding (Ep300), and without Ep300 (Ep300(−)). FSE peaks are highly associated with ectodermal SEs. **(H)** *Z*-score expression analysis of genes located within 20 kb of ectoderm (top) and endoderm (bottom) SEs. snRNA-seq cell-type expression analysis reveals that genes associated with ectodermal SEs are preferentially expressed in ectodermal cells. **(I)** Average expression levels (top) of Foxi2- and/or Sox3-regulated ectodermal SE-associated genes compared to all ectodermal SE-associated genes. Coefficient of variation (COV) analysis (bottom) using snRNA-seq shows that Foxi2 and/or Sox3-regulated ectodermal SE-associated genes exhibit lower expression variability than the full set of ectodermal SE-associated genes. In contrast, ectodermal RE-associated-gene display lower average gene expression and higher COV. Asterisks indicate statistically significant differences (*p* < 0.05) determined by Wilcoxon Rank-Sum test. The data underlying this figure can be found in S6 Data, GSE288637, and GSE288638. *Xenopus* illustrations © Natalya Zahn [27].

In addition to the transcriptional role of Foxi2 and Sox3 in specifying the ectodermal cell state, we determined whether Foxi2 and Sox3 also shape the epigenetic landscape of ectodermal cells. Temporal analysis of H3K27ac and H3K4me1 signal deposition around 2,901 CRMs co-bound by Foxi2, Sox3, and Ep300 (FSE) (Fig 3E), reveals an increase from the early blastula to the early gastrula stage compared to independent Ep300 regions (Fig 6B). Interestingly, the repressive mark, H3K27me3 becomes gradually enriched around Ep300 peaks lacking Foxi2 and Sox3 binding (Fig 6B). These results suggest that Foxi2/Sox3 co-binding promotes H3K27ac and H3K4me1 enrichment at the expense of H3K27me3 deposition around ectodermal CRMs.

To overcome the lack of germ layer resolution in whole-embryo histone marking studies, we also performed experiments using dissected ectodermal and endodermal tissues from the early gastrula stage. While no significant differences in Ep300 binding were observed between ectoderm and endoderm at both Foxi2-Sox3 co-bound (FSE) regions and Ep300 only peaks (lacking Foxi2/Sox3) (Fig 6C), we found a significant difference in histone modifications. In the ectoderm, FSE regions showed significant accumulation of H3K27ac and H3K4me1, while H3K27me3 deposition is notably absent (Fig 6C). In contrast, Ep300-only peaks showed modest H3K27ac and H3K4me1 accumulation but displayed strong H3K27me3 enrichment. These findings suggest that Foxi2 and Sox3 specifically regulate the epigenetic landscape of ectodermal genes within the ectodermal germ layer, but not in the endoderm.

We sought to determine the role of Foxi2 and Sox3 in establishing the ectoderm-specific epigenetic landscape by measuring Ep300 genomic recruitment in the absence of both factors. To determine whether Foxi2 and Sox3 are required for tissue-specific Ep300 recruitment, we performed ChIP-seq on dissected ectoderm and endoderm from FS MO-injected and WT embryos (S6A Fig). Signal-based K-means clustering was performed to form FSE (I) and FSE (II) peak groups, which both display significant Ep300 deposition decreases in FS MO embryos compared to wild type (Fig 6D). In contrast, in FS MO embryos both non-FSE ectoderm Ep300, and vegetal Ep300-bound regions did not display significant decreases in Ep300 deposition (S6B Fig). Taken together, these data indicate that Foxi2 and Sox3 colocalization is required to recruit Ep300 to Foxi2 and Sox3-bound CRMs, comprising 49.7% of total ectodermal Ep300-bound regions in the early gastrula.

### Foxi2 and Sox3-marked regions establish ectodermal super enhancers to ensure robust gene expression

The high levels of H3K27ac modifications around Foxi2 and Sox3 co-bound sites raise the question of whether some of these regions are located within SEs, which are large clusters of enhancers characterized by high levels of TFs, coactivators (such as Mediator), and chromatin modifiers. SEs are typically identified by analyzing genomic regions highly marked by H3K27ac [35]. H3K27ac ChIP-seq analysis of ectodermal and endodermal explants identified 14,088 ectoderm and 15,469 endoderm enhancer peaks (“regular” enhancers [REs]), with 6,962 being shared between the two germ layers (S6C Fig). Our investigation also identified SEs in both ectoderm and endoderm based on their increased size and H3K27ac deposition relative to the enhancer landscape (Figs 6E, S6C). The average size of both ectodermal and endodermal SEs is ~ 20kb per locus, which is significantly larger than RE loci, which are typically less than 2 kb (S6D Fig). While 386 SE regions overlap between ectodermal and endodermal SEs, 761 are unique to the ectoderm, and 285 are unique to the endoderm (S6C Fig). These findings highlight that ectodermal SEs are more abundant than endodermal SEs at stage 10.5, and the timing of accumulation of H3K27ac suggests distinct germ layer SEs arise between the onset of ZGA and early gastrulation.

Highlighting the locations of genes associated with FSE-bound regions on a SE ROSE (ranked order of SEs) plot revealed that the Foxi2 and Sox3-regulated genes are highly enriched in ectodermal SEs relative to REs (Fig 6E–6G) or endodermal SEs (Fig 6G). The temporal expression levels of ectoderm SE genes associated with Foxi2-/Sox3-bound regions containing Ep300 (FSE) are also significantly higher than SE genes with no Ep300, and RE-associated genes (S6E Fig) during embryonic development. Interrogating our snRNA-seq data (Fig 5A), we found that ectodermal SE-associated genes are preferentially expressed in the ectodermal germ layer (Fig 6H), across ectodermal sub-lineages (S6F Fig). In contrast, endodermal SE-associated genes are preferentially expressed in the endodermal germ layer and its sub-lineages.

Finally, we investigated the gene expression variance (transcriptional “noise”) of SE associated genes across individual cells. To quantify these variations in gene expression, we measured the coefficient of variation (COV), which reflects the extent of gene expression across individual cells within the dataset. Analysis of snRNA-seq data revealed that ectodermal SE-associated genes show higher gene expression levels and a lower COV, compared to RE genes and genes lacking H3K27ac deposition (S6G Fig). Additionally, we observed that SE-associated Foxi2/Sox3, Foxi2-only, and Sox3-only regulated target genes display the highest expression, and the lowest COV, compared to the entire landscape of both ectoderm SEs and REs, as well as genes without an active enhancer (Fig 6I). These results suggest that ectoderm SEs, enriched with Foxi2 and Sox3 binding, drive the most robust and stable expression of ectoderm-specific genes, while minimizing transcriptional noise. In sum, at the onset of gastrulation, Foxi2 and Sox3-marked regions preferentially acquire Ep300 and accumulate H3K27ac to establish SEs, which ensure robust gene expression across all ectoderm sub-lineages.

## Discussion

In this study, we identified maternal Foxi2 and Sox3 as master regulators of the ectodermal germ layer in *Xenopus*, based on the following evidence: (1) ectopic expression of these TFs in endodermal cells confers ectodermal cell fate specification; (2) loss-of-function analysis results in the loss of key ectodermal markers; (3) bound sites for these TFs are required for with ectodermal Ep300 recruitment to CRMs; and (4) the co-bound regions include ectoderm specific H3K27ac SEs that drive a robust ectodermal gene expression program. Since Foxi2 and Sox3 prebind to many CRMs that are critical for the later activation of ectodermal developmental programs (e.g., *eya1* and *six1* in sensory placode formation), we propose a model in which animally enriched Foxi2 and Sox3 establish early genomic occupancy at these CRMs during the cleavage stages. These interactions with the genome prefigure the accumulation of activating epigenetic modifications around these regulatory elements by early gastrulation, driving the formation of SEs and spatially distinct gene expression programs that define ectodermal identity.

### The roles of maternal Foxi2 and Sox3 in early development

In vertebrates, the Foxi subfamily comprises Foxi1, Foxi2, and Foxi3, which are pivotal in epithelial differentiation and organogenesis [36]. There are limited studies performed on the function of *foxi2* in early development. However, the available data consistently show that *foxi2* has roles at later stages, such as establishment of sensory placodes and anterior neural ectoderm. In the chick embryo, Foxi2 is crucial for craniofacial development, regulating the formation of the pharyngeal arches [37]. In mouse, Foxi2 is expressed in the developing forebrain, neural retina, dental and olfactory epithelium [38–40]. And in *Xenopus*, Foxi2 morphants similarly appear to have anterior structure defects (Fig 4B).

Despite these conserved roles of Foxi2 in post-gastrulation vertebrate embryos, evidence for maternally expressed Foxi2 being essential for early steps in ectodermal germ layer cell lineage development is currently limited to *Xenopus.* Maternally expressed Foxi2 directly activates *foxi1* (Figs 4C, 4E, and S4A; [25]), which is best characterized for its key roles in mucociliary development, ionocyte specification, and sensory placode formation in *Xenopus* [41]. This is consistent with the established roles of Foxi1 in other vertebrates. 

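*foxi1*, on chromosome 3 from 32477798 to 32480125, was counted 22, 21 and 45 times in the Foxi2 morphant libraries of late blastula and 86, 85 and 116 times in their controls, and it was lower in 3 of 3 pairs. At early gastrula it had 45 and 219 counts in the morphants and 117 and 345 in the controls, and so was lower in 2 of 2 pairs. Replicates 1 and 2 of that stage differed more from each other than either differed from its control.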

Interestingly, *Xenopus* Foxi2 pre-binds to the CRMs of *foxi1* as well as sensory placode gene *eya1* and anterior neural gene *six1* during cleavage stages (Fig 2G) and in early gastrulation (S3B Fig), perhaps priming these CRMs for subsequent activation during later stages of development.

Based on the evidence, we speculate that all three *Xenopus foxi* genes are involved in ectodermal specification, but their roles may have diverged during evolution. The maternal function of *foxi2* in early ectoderm specification may not be unique to early *Xenopus* embryos and might exist in other species, but hasn’t yet been studied. In axolotl embryos, RNA-seq analysis shows that *foxi2* mRNA is detectable before zygotic transcription, suggesting it is maternally expressed in this urodele amphibian [42]. A zebrafish *foxi* gene, referred to as *foxi1*, and identified by our synteny analysis as orthologous to *foxi2* in both *Xenopus* and mammals, is first expressed shortly after the onset of ZGA as indicated by RNA-seq profiling ([43]; https://www.ebi.ac.uk/gxa/home). This implies it might be more broadly expressed and have an early role in development in teleost fish. Finally, a single lamprey *foxi* gene is also expressed broadly in the animal pole at blastula stage [44]. These expression patterns suggest activity in the early ectoderm, implying conserved functions that predate the divergence of fishes [44]. In *Xenopus*, the *foxi1* and *foxi3* (formerly *foxi4*) genes are not maternally expressed but are transcribed after onset of ZGA. *foxi1* and *foxi3.2* (but not *foxi3.1*) are expressed broadly in the blastula ectoderm and later become confined to epidermal lineages, while being excluded from the neural plate [29,45,46]. Overexpression and loss-of-function experiments of various kinds suggest that these genes might have either redundant functions to *foxi2,* or more likely act as downstream effectors induced by *foxi2*. This is particularly the case with *foxi1.* Our data reveals that the early role(s) of *foxi2* in ectodermal germ layer specification includes activation of *foxi1*, however, *foxi3.2* does not appear to be regulated by Foxi2. Similar effects on ectodermal specification in other amniotes might involve a different timing, with target genes being induced by zygotically expressed *foxi2,* but further experiments in these species are needed to confirm this model.

In *Xenopus*, *sox3* expression is both spatially and temporally dynamic during development. *sox3* mRNA is maternally supplied with expression throughout the ectoderm prior to gastrulation and becomes restricted to the presumptive neural plate by mid-gastrula [26,47]. Sox3 represses endoderm formation to facilitate proper germ layer formation [26,48]. In later stages, *sox3* is expressed in neural progenitors along the neural tube, where it is implicated in promoting neural identity and preventing premature differentiation. Recently, Sox3 has been shown to have a role in ectoderm pluripotency, and also function as a pioneer TF affecting chromatin accessibility [49–51]. Our findings suggest that Sox3 has an additional role in orchestrating the ectodermal program during germ layer formation. This is supported by evidence showing that 1) several critical ectodermal genes are direct targets of Sox3, 2) Sox3 knockdown results in down-regulation of ectodermal gene expression, and 3) ectopic expression of Sox3 and Foxi2 upregulates ectodermal gene expression in the endoderm while repressing mesendodermal markers. It is plausible that Foxi2 and Sox3 primes pre-bound CRMs during early development and subsequently hands off its regulatory roles to other factors, such as *foxi1* or *soxE* family TFs [51]. This handoff mechanism could maintain CRM accessibility by preventing silencing through repressive histone modifications, thereby ensuring readiness for transcriptional activation in later developmental stages.

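In the libraries of Sox3 morphants, the genes that S2 Data lists near Foxi2/Ep300 peaks of classes IV to VII had a median log2 fold change of -0.31 at late blastula (338 genes tested, 237 of them lower) and -0.13 at early gastrula (417 tested, 237 lower). The list was made from binding near genes that the paper calls zygotic, and not from these libraries. Both medians were below those of all 10000 random lists of the same size matched on mean expression. Those random lists were not restricted to zygotic genes. In limma's camera test with a preset correlation of 0.01, the adjusted p over 20 tests was 3.63e-29 and 2.2e-09. With the correlation estimated from the libraries it was 0.00704 and 0.014, and in limma's fry test it was 0.0535 for both, so no camera call of the 20 held under fry. The median was below 0 in 2 of 2 pairs of libraries at each stage. On mean log2 CPM it was -0.156 with all libraries of early gastrula, -0.238 without morphant replicate 1 and -0.201 without control replicate 2, the ends of the range with 1 library left out, and at late blastula that range was -0.467 without control replicate 1 to -0.303 without morphant replicate 1. With the 7 genes at late blastula and 6 at early gastrula that have a group at the floor of 3 counts set to their bounds, the medians stayed at -0.31 and -0.13. Without the genes that S4 Data lists, the late blastula median was -0.11 and the early gastrula median turned to 0.074. The 12 ectoderm markers, which are the genes of S10 Data with their highest z-score in an ectoderm cluster, had a median of -0.13 at both stages, with 7 of 11 tested genes lower at late blastula and 6 of 12 at early gastrula. The camera adjusted p was 0.0458 and 0.0275. These medians reached -0.335 without morphant replicate 1 of late blastula and -0.255 without morphant replicate 2 of early gastrula. The highest value among these markers at early gastrula, 1.416, equals that of *sox3* itself. Mesoderm and endoderm markers were also lower at late blastula, with a median of -0.307 (camera adjusted p = 8.94e-07, fry 0.191). At early gastrula their median was 0.401 (camera 0.0201, fry 0.191). A fall limited to ectoderm markers is therefore not shown at late blastula.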

### Advantages of germ layer-specific SE formation in rapidly dividing embryos

We identified germ layer-specific SEs based on H3K27ac accumulation across the *Xenopus* embryonic genome. Notably, ectodermal SEs are highly correlated with the binding of Foxi2 and Sox3 TFs (Fig 6E—6G). Our findings also show that SE-associated Foxi2/Sox3 target genes exhibit higher expression levels compared to genes associated with REs, while displaying reduced expression noise (Fig 6I). Based on these germ layer-specific SE activities, we propose that SE-linked gene expression contributes to developmental stability during cell fate specification, thereby enhancing the robustness of embryonic tissue formation.

Rapidly dividing embryos, such as those of *Xenopus* and zebrafish, undergo swift transitions from gastrulation to neurulation within a short developmental timeframe. These aquatic embryos also face varying external influences, such as temperature, that impact their development. To ensure efficient and error-free progression, these embryos must not only achieve a rapid surge in gene expression during early stages but also tightly regulate expression to avoid critical errors. SEs offer a solution by concentrating TFs and cofactors at critical genomic regions, enabling robust and precise gene expression. We propose that in these rapidly dividing embryos, a key strategy might involve pre-loading enhancers with TFs before ZGA. While direct evidence from ChIP-seq at cleavage stages is lacking, limited ChIP-qPCR data suggest that pre-bound TFs can prime enhancers for rapid and robust activation at ZGA. At the onset of ZGA, recruitment of Ep300 and Kmt2c/d (the key histone-modifying enzymes responsible for H3K4 monomethylation) to CRMs, and RNA polymerase II to promoters may enable efficient transcription, ensuring developmental success in these time-constrained systems.

### Factors involved in segregating ectodermal cell clusters

The superficial (outer) and inner layer cells in *Xenopus* embryos have distinct transcriptomes in our snRNA-seq data (Figs 5 and S5). These differences arise due to distinct cues that are present by the 64- to 128-cell stages [32]. The localized expression of *tp63* in the inner (basal) layer and *hes5.10* and *krt70* in the outer layer has been detected through WMISH [52,53]. Additionally, our snRNA-seq analysis revealed enrichment of new markers, such as *col18a1* and *zeb2* in the inner layer, and *atp1b2, epas1,* and *nectin2* in the outer layer, among others, expanding our understanding of ectodermal lineage-specific gene expression patterns.

By examining the expression patterns of Foxi2 and Sox3 direct target genes in our UMAP of the early gastrula embryo (Fig 5), we discovered that these TFs coordinate the expression of pan-ectodermal genes. For example, genes such as *dlx3 and tfap2a* are co-regulated by both factors, while *klf5* expression is mainly regulated by Foxi2, and *igf3, lhx5,* and *tp53inp2* are regulated by Sox3. 

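*lhx5*, on chromosome 1 from 146145323 to 146167947, had 7.13 ± 1.01 CPM (SD, n = 2) in Sox3 morphants at late blastula against 28.4 ± 0.697 CPM in controls, and 33.5 ± 13.4 against 96.0 ± 13.9 CPM at early gastrula. The log2 fold changes were -2.00 (standard error 0.19) and -1.52 (standard error 0.33). The difference from the Foxi2 knockdown passed the blocked interaction test at both stages, with adjusted p of 0.0024 and 0.0237 from edgeR's quasi-likelihood test. *igf3* and *tp53inp2* fell by 2.38 (standard error 0.57) and 1.44 (standard error 0.31) in Sox3 morphants at early gastrula, and both were called with the block. Their differences from Foxi2 did not pass, with adjusted p of 0.332 and 0.155 in the same test. *igf3* averaged 1.74 ± 0.367 CPM in those controls, so few counts stand behind its change.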

Since all these genes are expressed across the five ectodermal cell clusters (Fig 5B and 5C), we propose that Foxi2 and Sox3 exhibit both overlapping functions and distinct, non-overlapping roles in ectoderm development. Among Foxi2 and Sox3 targets, genes like *dlx5*, *hes5.10, krt7*, and *krt70* are exclusively expressed in the outer ectoderm, while *neurog3, prdm14, szl, unc45b*, and *zic4* and are specific to the inner ectoderm. This differential expression suggests that additional factors uniquely active or expressed in each layer may play a role. This highlights that other regulatory mechanisms are superimposed on Foxi2-/Sox3-regulated targets, which underlie this layer-specific regionalization of ectodermal cells occurring early in gastrulation.

Two notable candidates involved in this process are the kinases Prkci (also known as aPKC) and Mark3. Prkci is localized in apical cell membranes by the 4-cell stage [32] and contributes to the segregation of outer (superficial) ectodermal cells at later stages [33]. On the other hand, Mark3 is localized basally and influences the inner layer of cells [33]. This interplay may be essential for initiating outer and inner ectodermal differences that intersect with Foxi2/Sox3 regulated gene expression in the early *Xenopu*s embryo.

Additional factors potentially involved in outer and inner ectoderm development include the Grainyhead-like (Grhl) TFs. Our motif analysis in regions bound by Ep300 revealed a significant enrichment of the Grhl motif in early gastrula ectoderm, but not in endoderm (Fig 1D). The *Grhl* gene family comprises three highly conserved members in vertebrates (*Grhl1-3*) [54–56]. Among these, *grhl1* is the only maternally expressed family member in *Xenopus*, which is also animally enriched [20] and continues to be expressed zygotically in both the outer and inner layer of the ectoderm based on our snRNA-seq data. Disruption of *grhl1* activity in *Xenopus* results in severe defects in epidermal differentiation, directly affecting keratin gene expression through binding of Grhl1 to the promoter region of *krt12.4* [57]. Similarly, *Grhl1* knockout models in both mouse and zebrafish exhibit disrupted epidermal cell differentiation (Wilanowski and colleagues, [58]; [59]). Both *grhl2* and *3* are zygotically expressed in *Xenopus,* starting during gastrulation and continuing into later stages [21,53]. *grhl2* is expressed in the inner layer while *grhl3* is expressed in the outer layer of gastrula ectoderm, and later in the superficial layer of epidermis [53]. Our snRNA-seq data confirms these *grhl* expression domains. In mice, loss of *Grhl2* causes non-neural ectoderm disruption, leading to disorganized cell junctions, aberrant mesenchymal protein vimentin, and decreased epithelial integrity [60]. *Grhl3-*deficient mouse embryos die shortly after birth due to impaired skin barrier function [61]. We observed that a Grhl motif is not enriched in Foxi2- and Sox3-bound regions (Fig 1D), suggesting that *grhl1* likely regulates a distinct set of ectodermal target genes compared to those of Foxi2 and Sox3. We propose that Grhl1 functions as a maternal ectodermal TF that functions in parallel with Foxi2 and Sox3 to initiate the global ectodermal specification programming, potentially through a separate pathway. Additionally, *grhl2* and *grhl3* may take over zygotic functions of *grhl1*, operating within the two ectodermal layers during later stages of development. Our future goals focus on dissecting the regulatory pathways of the ectoderm by combining loss-of-function analysis of maternal TFs with single-nucleus transcriptomics. This approach aims to determine the timing of lineage segregation and uncover the contributions of the maternal TFs to the specification of various ectodermal cell lineages and epigenetic changes.

### Ethics statement

Animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of University of California, Irvine, under Protocol No AUP-24-067. No surgical procedures were performed. All handling and experimental procedures were conducted in accordance with institutional and national guidelines to ensure animal welfare, and efforts were made to minimize discomfort and stress.

## Methods

### Chromatin immunoprecipitation (ChIP) assays

Antibodies for Foxi2 [25] and Sox3 [Zhang and colleagues [62]] were validated previously, while the Ep300 antibody was from Santa Cruz sc-585, the H3K27me3 antibody from Upstate/Millipore 07-449, and the H3K27ac antibody from Abcam ab4279. ChIP-qPCR was performed as described in Chiu and colleagues [63], using whole embryos or dissected tissue fragments with specific primer sets. ChIP-seq libraries were generated using NEB E7645S DNA sequencing kit or the Bioo Scientific NEXTflex ChIP-seq kit, verified using an Agilent Bioanalyzer 2,100, and sequenced at UC Irvine’s Genomics Research and Technology Hub using the Illumina Novaseq platform.

### Western blot

Embryos were homogenized in 1×RIPA buffer (50 mM Tris-HCl pH 7.6, 1% NP40, 0.25% Na-deoxycholate, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.5 mM DTT) supplemented with Roche’s cOmplete protease inhibitor. The homogenate was centrifuged at 14,000 rpm, and the supernatant was collected and centrifuged again. Western blotting was performed on the final supernatant using anti-Foxi2, anti-Sox3, alpha-tubulin (Sigma, T6168), or beta-actin antibodies (Sigma, A5316).

### RNA assays

Total RNA was extracted from embryos using TRIzol reagent (ThermoFisher) [64]. Polyadenylated mRNA transcripts were isolated using NEBNext PolyA mRNA Magnetic Isolation Module (NEB E7490S). RNA libraries were prepared using NEBNext Ultra II Library Preparation Kit (NEB E7770S), validated using an Agilent Bioanalyzer 2100, and sequenced on the Illumina Novaseq platform. RT-qPCR analyses were performed using primers listed in the S12 Data supplementary file. Reverse transcription was performed using the MMLV reverse transcriptase (ThermoFisher Superscript II). qPCR was carried out on a Roche Lightcycler 480 II using Roche SYBR green I master mix.

### Morpholino knockdown, rescue, and vegetal RNA injections

*foxi2* translation blocking morpholino was created by GeneTools, 5′-TTATGAAGTCTGGTGGGACATTCAC-′3. Morpholino rescue was performed using mRNA prepared from a pCS2+ FLAG-*foxi2* construct. *sox3* translation blocking morpholino is 5′-GTCTGTGTCCAACATGCTATACATC-3′. *sox3* morpholino rescue was performed using a pCS2+ FLAG-*sox3* construct. The *X. tropicalis foxi2* coding sequence was acquired from the *X. tropicalis* Unigene library (TGas144f13) in the pCS107 vector, and the *X. tropicalis sox3* coding sequence was cloned into the pCS2+ vector. The *foxi2* plasmid was linearized with HpaI, and the *sox3* plasmid with XbaI, for generating capped mRNA using the SP6 mMessage Machine kit. Morpholino knockdowns were performed by injecting directly into opposing sides of the animal cap at the 1-cell stage or into each animal blastomere at the 2-cell stage. Animal caps were dissected one hour prior to harvesting for RNA preparation. Vegetal RNA injections were performed using indicated amounts of mRNA per embryo into opposing sides of the vegetal mass at the 1-cell stage, or in each vegetal blastomere at the 2-cell stage. Vegetal masses were dissected at blastula stage ~1 hour before harvesting with Trizol.

### Nuclei preparation and snRNA sequencing

Nuclei were isolated from stage 10.5 embryos using previously published discontinuous sucrose gradient protocols followed by a separate centrifugation through 80% glycerol [65–67]. Briefly, 200 embryos were homogenized in a 250 mM sucrose solution containing glycerol and snap frozen in liquid nitrogen [65]. Homogenates were later thawed on ice, brought to ~2.2 M sucrose and centrifuged through a 2.4 M sucrose layer at 130,000*g* for 2 hours at 4 °C using a Beckman SW55Ti rotor, followed by a 3400*g* centrifugation for 10 min at 4 °C through an 80% glycerol cushion. RNAse (NEB) and protease inhibitors (Roche 7× cOmplete, Mini, EDTA-free) at 0.2 U/ml and 5 mg/ml, respectively, were used throughout the previous steps. Nuclei were finally resuspended in “nuclear PBS” (0.7× PBS, 2mM MgCl2) containing 0.5% BSA and 0.2 U/ml RNase inhibitor. DAPI-stained nuclei were counted using a hemocytometer, and then were subject to fixation using the Parse Bioscience Evercode Fixation Kit (SB1003). Nuclei in DMSO were slow-frozen in a −80 °C overnight according to the kit manual. A bar-coded snRNA-seq library was prepared using the Parse WT Mini Kit (ECW01010) and sequenced at the University of California, Irvine Genomics Research and Technology Hub.

### Chromatin immunoprecipitation analysis

**ChIP-qPCR:** Percent input was calculated according to [Lin and colleagues [68]], where Input % = 100/2^([Cp[ChIP] − (Cp[Input] − Log2(Dilution Factor)). **ChIP-seq peak calling and IDR**: Reads were aligned to the *X. tropicalis* genome V10.0 using Bowtie 2 v2.4.1 [69] using default options. The.sam alignment was converted to.bam, duplicates were removed and files were converted to.bed format using samtools [Li and colleagues [70]]. Peaks were called against stage-specific (this paper and [18]) and tissue-dissected input DNA using MACS2 v2.2.7.1 [71] with the “-p.001” argument as the only non-default option. For narrowPeaks, Irreproducibility discovery rate was followed according to [72], where optimal peaks were selected using 0.05 *p*-value threshold. **Heatmap generation**: Bigwig files were created using “bamCoverage” where “—scale-factor” was used to evenly scale reads between ChIP-seq experiments using the same antibody, and RPKM normalized using DeepTools [73]. “computeMatrix” was used to generate a matrix by mapping.bigwig coverage files to.bed peak regions, then “plotHeatmap” was used to visualize the matrix. Average signal intensity profiles (Figs 2E, S1B, and 5A) were made from matrices using “plotProfile”. **Motif analysis:** HOMER (V4.11) [74] was used to predict de novo motifs using the “findMotifsGenome.pl” command within 100 bp of the peak summit. To analyze motif occurrences within Foxi2 peaks, the following command was used: “annotatePeaks.pl $PEAKS $GENOME -size 2000 -hist 20 -ghist -m $MOTIF -mbed $MOTIF_BED> $OUTPUT”. The resulting matrix was visualized in Python using numpy (v1.26.2 [75]) and matplotlib (v3.8.2 [76]). **Peak location annotation**: To categorize whether a peak fell within a particular genomic region “annotatePeaks.pl $PEAKS $GENOME_FASTA -gtf $GFF3> $OUTPUT” was used. **Genome browser visualization**: After alignment,.bam files were converted to.bed files used samtools command ‘bamtobed’. HOMER’s “makeTagDirectory” was then used to generate a tag directory as an input for “makeUCSCfile” which outputs a bedgraph. The Integrative Genome Viewer was then used to convert the bedgraph into a.tdf file using igvtools “toTDF”. **Enhancer ranking**: The rank-ordered super enhancer (ROSE) from the Young lab [35] was used to categorically assign epigenetic peaks as REs or SEs based on an enhancers overall length and signal density. SEs were generated by stitching adjacent enhancer loci when loci passed a signal threshold. **Published ChIP-seq datasets:** Ep300 Stage 9, 10.5 [19], H3K4me1 Stage 8 [50], Stage 9, 10.5 [19], H3K27ac Stage 8, 9, 10.5 [16]. Animal and vegetal H3K4me1 at stage 10.25 [77].

### Quantification and statistical analysis

**RT-qPCR:** The ΔΔCp method [78] was utilized for calculating the fold-change in gene expression between treatment and control where the error among biological replicates was calculated using standard deviation and significance using a two-tailed *t* test. Bulk RNA-seq: Reads were aligned using RSEM V1.3.3 [79] with STAR V2.7.3 [80] to the *Xenopus tropicalis* V10.0 genome to generate normalized expected read counts. Differential gene expression analysis was performed in R V4.1.1 using DEseq2 V1.34.0 [81]. **Localized gene expression analysis:** Early gastrula tissue dissection RNA-seq data from [22] was used to determine ectoderm and endoderm localized genes. When comparing vegetal mass and animal cap dissections, genes with a 2-fold enrichment in either germ layer were categorized as local, then the top 250 zygotic genes ranked by false discovery rate were extracted. **Zygotic gene expression timecourse:** Temporal RNAseq data from [21] was used to generate expression timecourses for zygotic gene sets. The 0HPF time point was used for detecting maternal transcript expression (at least 1TPM) to segregate zygotically expressed genes for analysis of downstream timepoints. 0HPF time point TPMs were compared with downstream time point TPMs to calculate zygotic gene expression log fold-changes.

### snRNA-seq analysis

**Alignment:** Parse Biosciences’ in-house alignment software (dnanexus.com) command “Parse Batch Analysis v1.1.4” was used with the default commands against the UCB_Xtro_10.0 (GCA_000004195.4) reference. **Formatting:** The unfiltered Parse alignment output containing “all_genes.csv”, “cell_metadata.csv” and “DGE.mtx” were first amalgamated into a.h5Seurat object using the R v4.3.1(http://www.r-project.org) software Seurat v4.3.0 [82], Matrix v1.6.5, SeuratDisk v0.0.0.9015 (https://github.com/mojaveazure/seurat-disk), Reticulate v1.37.0 [83] and the command “CreateSeuratObject”. Finally, the.h5Seurat object was converted into an.h5ad file using the “Convert” command with the option “dest = “h5ad”“. **Pre-processing:** Using scanpy v1.9.6 [84], pandas v2.1.4 [85], the nuclear data was log transformed and normalized and highly variable genes were annotated. Doublets were predicted using Scrublet [86], then manually inspected, confirmed, and removed based on illogical ectopic co-expression of germ-layer specific markers and outlier read counts. **Cell lineage annotation:** Leiden [87] was used to predict de novo cluster formation, visualized via UMAP [88]. Scanpy was used to calculate differential gene expression analysis of known marker genes between de novo clusters which were assigned to their germ-layer identity. Accordingly, clusters were merged based on co-expression of known marker genes. In this way, cluster boundaries are initially formed in an unbiased way through de novo clustering, based on differential gene expression. In-situ hybridization studies of marker genes were subsequently used for appropriate cluster annotation and merger. **Gene expression analysis:** Pandas was used for both SE genes’, and Foxi2/Sox3-associated genes’ *z*-score localization calculations by examining gene expression within the cells from each cell-type annotation, or merged annotations. Coefficient of Variation (COV) and average expression were calculated using numpy v1.26.2 [75].

## Supporting information

S1 Fig Differential epigenetic marking of ectodermal and endodermal cells. **(A)** H3K27ac ChIP-seq analysis of ectodermal and endodermal explants reveals both lineage-specific and shared peaks, indicating distinct and overlapping enhancer activity. **(B)** H3K27me3 peak distribution in ectodermal and endodermal tissues. **(C)** Genome browser views showing H3K27ac and H3K27me3 peaks at ectodermally expressed genes (*grhl3, krt7, krt70*) and endodermally expressed genes (*vegt, foxa1, gsc*). **(D)** Distribution of Ep300 peaks in ectodermal and endodermal explants. The data underlying this figure can be found at GSE288637.
(TIFF)

S2 Fig Temporal Foxi2 binding and epigenetic marking deposition. **(A)** Time course of mRNA expression for *ep300*, *foxi2*, and *sox3*. **(B)** Average signal density plots showing enrichment of H3K27ac and Ep300 peaks around Foxi2 binding sites in ectodermal and endodermal tissues, based on clusters I–VII defined in Fig 2A and 2B. **(C)** Venn diagram illustrating the overlap of peaks among Foxi2, Ep300, and H3K27ac in early gastrula-stage embryos. The data underlying this figure can be found in S7 Data and GSE288637.
(TIFF)

S3 Fig Co-occupancy of Foxi2 and Sox3 on the embryonic genome. **(A)** Overlap of Sox3 and Foxi2 ChIP-seq peaks in stage 8, 9, and 10.5 embryos, indicating dynamic co-binding across developmental timepoints. **(B)** Genome browser views showing Foxi2 and Sox3 binding near ectodermally expressed genes across multiple stages, alongside with Ep300, H3K27ac, and ATAC-seq profiles from dissected ectodermal and endodermal explants. **(C)** Gene ontology (GO) enrichment analysis of Foxi2/Sox3 co-bound peaks that are also marked by Ep300. The data underlying this figure can be found in S8 Data and GSE288637.
(TIFF)

S4 Fig Foxi2 and Sox3 morpholino knockdown specificity. **(A)** Alignment of the *foxi2* morpholino (MO) sequence with the wild-type target site and the rescue mRNA 5′ coding sequence used in the rescue experiment. A schematic illustrates the isolation of ectodermal tissues from wild-type, morpholino-injected, and rescued embryos. The bar graph shows fold changes in the expression of Foxi2 direct target genes in *foxi2* morphants. **(B)** Alignment of the *sox3* MO sequence with the wild-type *sox3* gene and the corresponding rescue 5′ mRNA coding sequence overlapping the MO target site. The bar graph shows fold changes in the expression of Sox3 direct target genes in *sox3* morphants. The data underlying this figure can be found in S9 Data. *Xenopus* illustrations © Natalya Zahn [27].
(TIFF)

S5 Fig De novo clustering of snRNA-seq from early gastrula embryos. **(A)** Heatmap showing representative marker genes across 13 identified clusters and one newly identified cluster. **(B)** UMAP representation of all cell clusters identified in stage 10.5 embryos as reference. **(C–G)** UMAP plots showing co-expression of selected genes within specific clusters, highlighting cell-type-specific transcriptional profiles and validating the locations of clusters in panel B. The data underlying this figure can be found in S10 Data and GSE288638.
(TIFF)

S6 Fig Foxi2 and Sox3 co-bound regions define ectodermal SEs with high and stable gene expression. **(A)** Genome browser views of Ep300 binding in ectodermal and endodermal tissues from *foxi2*/*sox3* (FS) morphants, and wild-type (WT) embryos. **(B)** Ep300 signal intensity in non-FSE (Ep300 unique) peaks in dissected ectoderm (top) and Ep300 signal intensity across all Ep300 endoderm peaks in dissected endoderm (bottom). Box-and-whisker plots show signal distributions are not statistically significantly (n.s.) different between WT and FS morphants. **(C)** Identification of ectodermal and endodermal SEs using the ROSE algorithm, based on H3K27ac ChIP-seq signal enrichment. Venn diagram shows SE and RE overlaps between ectoderm and endoderm. **(D)** SE-associated genes are highly expressed in their respective germ layers compared to RE-associated genes. **(E)** FSE-associated genes display significantly higher temporal expression than SE genes lacking Ep300 (P(−)SE) or regular enhancer (RE)-associated genes. **(F)** Ectodermal and endodermal SE-associated genes are preferentially expressed in the respective ectodermal and endodermal sub-lineages. **(G)** SE-associated genes exhibit higher expression levels and lower coefficient of variation (COV) compared to RE-associated genes and genes without H3K27ac enrichment. The data underlying this figure can be found at S11 Data, GSE288637, and GSE288638.
(TIFF)

S1 Data Dissected epigenetic peaks associated with top ectoderm and endoderm localized zygotic genes and their gene coordinates.

S2 Data Foxi2 Class I–VII peak regions and their overlap with ectoderm dissected Ep300. Time-course matrices of Foxi2/Ep300-associated activated genes. Fox, Sox, Pou motifs occurring within Foxi2/Ep300 (Ecto) shared peak regions. Foxi2, Sox3, Ep300 64-cell stage ChIP-qPCR matrix. Foxi2 and Sox3 St. 10.5 shared and unique peaks.
(XLSX)

S3 Data Sox3 Class I–VII peak regions and their overlap with ectoderm dissected Ep300. Time-course matrices of Sox3-/Ep300-associated activated genes. Foxi2, Sox3, and Ep300 (Ecto) St. 10.5 shared peak regions.
(XLSX)

S4 Data Foxi2 and Sox3 binding and localization annotated differential gene expression lists. Foxi2 and Sox3 co-knockdown RT-qPCR matrix.

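S4 Data holds a list per comparison of genes that differ between morphants and controls, with the average expression, the log2 fold change, a p-value, a false discovery rate and the class of each gene. Activated genes are lower and repressed genes higher in the morphants, and bound genes have a binding site near them while unbound genes do not. Its fold changes are control over morphant, the reverse of the direction used here, so activated genes have positive values there. Of the named genes that it lists, 40 log2 fold changes were compared after the sign was turned, and the largest difference was 0.0933. At late blastula the Foxi2 lists hold 59 activated and 159 repressed genes without a nearby site, and the Sox3 lists 69 and 67. At early gastrula they hold 35 and 94 for Foxi2 and 42 and 145 for Sox3. Every listed gene that passed the expression filter changed in its listed direction. The study's list of genes bound and repressed by Sox3 at early gastrula holds fewer genes in the file used here than the paper counts, so its recovery is not reported.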

(XLSX)

S5 Data Foxi2 and Sox3 co-bound, co-activated ectoderm localized *z*-score matrix, and differential gene expression.

S6 Data Foxi2 and Sox3 ectopic expression RT-qPCR matrix. Ep300 (Ecto) peaks shared with, and unique from, Foxi2/Sox3 bound regions. Foxi2, Sox3, and Ep300 (Ecto) class I, II regions with associated.bigwig comparison matrix. Dissected ecto- and endoderm ranked H3K27ac enhancer regions overlapping with Foxi2, Sox3, and Ep300 peaks. Ectoderm super enhancer (SE) associated gene’s average expression and coefficient of variation matrices.
(XLSX)

S7 Data Foxi2, Sox3, and Ep300 time-course expression matrix and Foxi2 Class I–VII peak regions.

S8 Data Foxi2 St. 8, 9, 10.5 peak regions. Sox3 St. 8, 9, 10.5 peak regions. Foxi2, Sox3 shared activating peak Gene Ontology matrix.
(XLSX)

S9 Data Foxi2 and Sox3 rescue matrices.

S10 Data St. 10.5 lineage marker expression z-score matrix derived from snRNA-seq.

S11 Data Ep300 (Ecto) regions unshared with Foxi2, Sox3 with associated.bigwig comparison matrix. Ep300 (Endo) regions with associated.bigwig comparison matrix. Regular and super enhancer length comparison matrix. Super enhancer-associated gene expression time-course matrices. Ecto- and endoderm super-enhancer-associated gene localization *z*-score matrices. Ecto- and endoderm enhancer-associated gene’s average expression and coefficient of variation matrices.
(XLSX)

S12 Data Primer sequences for RT-qPCR analyses.

S1 Raw Images Supplemental Data. *Validation of Foxi2 Protein Knockdown*. Western blot was performed on Stage 9 and 10.5 embryos injected with Foxi2 morpholino at the 1–2 cell stage. Foxi2 (left) and alpha-Tubulin (right) expression are compared between wild-type and morpholino-treated embryos. The two raw exposures used for the Foxi2 and alpha-Tubulin bands in the main figure text are presented in the middle and bottom figures.
(PDF)

S2 Raw Images Supplemental Data. *Validation of Sox3 Protein Knockdown.* Western blot was performed on Stage 9 and 10.5 embryos injected with Sox3 morpholino at the 1–2 cell stage. Sox3 (bottom) and beta-Actin (top) expression are compared between wild-type and morpholino-treated embryos. The Sox3 (bottom) and beta-Actin (top) are the raw exposures used in the main figure text, however, the columns marked “x” were not used to make the publication figure.
(PDF)

## Abbreviations

ChIP: chromatin immunoprecipitation
COV: coefficient of variation
CRM: *cis*-regulatory module
FSE: Foxi2, Sox3, and Ep300
GO: gene ontology
MOs: morpholino antisense oligonucleotides
REs: regular enhancers
ROSE: rank-ordered super enhancer
SEs: super-enhancers
TFs: transcription factors
UMAP: Uniform Manifold Approximation Projection
ZGA: zygotic genome activation
RT: reverse transcription

How the deposited data were processed for this re-analysis (not part of the article)

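The bulk RNA-seq experiment compared Foxi2 morphants and Sox3 morphants with controls of their own at late blastula (stage 9) and early gastrula (stage 10.5), in 18 libraries of *X. tropicalis* embryos. Each sample was matched to its condition by the study's titles, and no column of the 4 tables was left out. The authors aligned the reads with RSEM and STAR to the V10.0 genome and deposited expected counts, 1 column per library and 28850 genes per table. The paper's methods call these normalized expected read counts, but the totals per library differ, from 12740571 to 27866261, so the values were taken to be unscaled. The paper's methods name DESeq2 for the comparison, while the columns of S4 Data have the form of edgeR output. S4 Data gives log2 fold changes, p-values and false discovery rates that the authors made from these libraries. S2 Data and S10 Data were used for lists of genes only. The ChIP-seq, single-nucleus and RT-qPCR experiments of the paper were not analysed here.

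From the deposited expected counts, R 4.3.3 with edgeR 4.0.16 gave the main results. Counts were rounded to whole numbers, scaled with TMM factors, filtered with filterByExpr and fitted with glmQLFit for each comparison on its own, without covariates. A call needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Log2 CPM used a prior count of 2. A library with at most 3 counts of a gene was taken to be at the floor, and a fold against a group entirely at the floor is given as a lower bound computed against 3 counts. Such floors cover counting error only. Between-factor and between-stage differences were tested as interaction terms over the libraries concerned. Sets of genes were tested with camera and fry of limma 3.58.1, with a preset correlation of 0.01 in camera, over 20 tests of 5 lists, and each median was placed among 10000 random lists matched on mean expression in 20 bins. The lists were genes near Foxi2/Ep300 peaks of classes IV to VII (S2 Data), ectoderm markers and mesoderm and endoderm markers (S10 Data, each gene assigned to the cluster with its highest z-score), replication-dependent histone genes (by symbol) and 17 p53 response genes.

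These comparisons, the lists, the tests, most of the alternatives and the rule for named genes were chosen before the data were examined. The rule names the targets of the MOs, every gene that the paper names as regulated by Foxi2 or Sox3, the 3 called genes per comparison and direction with the largest change and no overlap between groups, and members of the lists. Some genes that the rule names are not reported here. The last part but one named none, because the main fits called no gene. Of the gene names in the tables, 26531 were found as symbols in the reference for the same genome build, and 2 names that the paper uses were not found in the tables and are not reported. The alternatives were DESeq2 1.42.0 with its own size factors and filtering, edgeR's exact test, every gene with at least 1 count, no normalization beyond library size, the replicate number as a block, all 18 libraries in a single fit, other thresholds, other backgrounds and lists for the set tests, and each library left out in turn. Alternatives added after the data had been seen were the exact test with a single dispersion of 0.04 for every gene on unrounded counts, a robust quasi-likelihood test with the replicate block on unrounded counts, and the block for the set medians and for the bound genes of S4 Data. The first of these and the robust test were found by a search. In each comparison 28 edgeR fits, and 48 for Sox3 at early gastrula, were set against the p-values of S4 Data, over dispersions, normalizations, roundings and filters, and the closest was kept.

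The labels give morphants and controls the same replicate numbers, and the paper's text does not say what a number marks. Whether the numbers pair the libraries was checked by correlating, over genes, how morphants and controls deviate from their group means. The 9 pairs with the same number had correlations from 0.707 to 0.913. The numbers were therefore read as pairs, from the values, with 5 pairs in the Foxi2 series and 4 in the Sox3 series. Groups of 2 libraries fix how each library deviates up to its sign, so the correlations of those comparisons are weaker evidence than those of the 3 pairs of Foxi2 morphants at late blastula. The common biological coefficient of variation was 0.514 and 0.419 in the Foxi2 comparisons and 0.335 and 0.354 in the Sox3 comparisons, and with the block it was 0.0804, 0.0768, 0.0788 and 0.147. Between replicates of a group, the counts differed by 44.0 to 192 times the sampling noise (chi-square per gene), so no library is a copy of another.

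The edgeR quasi-likelihood fit with and without the block, DESeq2 and the exact test with a single dispersion were tested on simulated data made from the means and library sizes of the real libraries, with 200 genes changed 4-fold. The changed genes had at least 200 counts over the libraries, and their change was the same in every pair. The simulated spread was that of the blocked fit. Recovery of smaller changes, or of genes with few counts, was therefore not tested. With no difference between replicate numbers the unblocked edgeR fit recovered all 200 in each of the 4 designs. With the differences between replicate numbers of the real libraries it recovered 87 of 200 in the design of the Foxi2 libraries at late blastula, 0 at early gastrula, and 109 and 0 in the Sox3 designs. The blocked fit recovered 200, 200, 200 and 199 of them and called at most 3 unchanged genes. DESeq2 without a block recovered 171, 162, 185 and 182. At these depths a fold of a gene with few counts is uncertain. Medians of lists in single pairs, and with 1 library left out, were taken on mean log2 CPM and not refitted.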

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

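The tests of a response to any morpholino, of scaling, of a delay for *sox3* and for the histone genes at early gastrula, and of the spread and the strongest genes for the bound list were chosen only after the result was seen. All values here compare morphants with controls of the same series, and each factor was knocked down in a series of its own, so a difference between factors cannot be told apart from a difference between series.

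A difference between the knockdown effects was found by an interaction test with the replicate block. It passed for 283 genes at late blastula and 201 at early gastrula, against 0 without the block, where 133 and 378 genes had an unadjusted p under 0.05. Between the stages the effect of the Sox3 knockdown differed for 11 genes with the block, 6 of them lower at early gastrula and 5 higher, against 0 without it and 284 at an unadjusted p under 0.05. No technical explanation of these differences was tested on its own.

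Genes near Foxi2/Ep300 peaks changed differently under the knockdowns at late blastula, with a median difference of 0.313 (409 genes, camera adjusted p = 0.00064 over 10 tests, fry 0.904). With the block the difference was 0.373 (camera 5.53e-10, fry 0.117), so the range over these tests runs from 5.53e-10 to 0.904. In Foxi2 morphants the median was -0.024, below 0 in 2 of 3 pairs over the tested genes (1 of 3 over all expressed genes of the list), and it ran from -1.008 without control replicate 1 to 1.07 without morphant replicate 1. In Sox3 morphants it was -0.31, below 0 in 2 of 2 pairs, and ran from -0.467 to -0.303. The strongest genes are not the whole of the fall in Sox3 morphants, since without the genes of S4 Data the median of the other 235 was -0.106, below the lowest of 10000 matched lists. A spread between the Foxi2 libraries could hide a fall of the same size. The blocked median of 0.008 and the medians of the pairs, -0.129, 0.203 and -0.084, all lie above -0.31 and speak against it. With 3 pairs that differ in sign, and a difference between the factors that fry did not call, a smaller fall in Foxi2 morphants and none cannot be told apart for this list. A biological explanation, a need of these genes for Sox3 more than for Foxi2, was not tested.

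Replication-dependent histone genes, which the paper does not discuss, were higher in Foxi2 morphants, with a median of 0.742 at late blastula (17 genes, camera adjusted p = 9.99e-06, fry 0.511) and 0.882 at early gastrula (17 genes, camera 7.02e-08, fry 0.39). They were higher in 3 of 3 and 2 of 2 pairs. The late blastula median ran from 0.216 without control replicate 2 to 1.121 without morphant replicate 1, and the early gastrula median from 0.428 without morphant replicate 1 to 1.884 without morphant replicate 2. Of the 4 splits of the late blastula libraries that part all 3 pairs, 1, the real one, gave a median as far from 0, but 4 splits are too few to exclude chance. Library scaling is argued against at early gastrula, since a factor per library moves genes of the same abundance alike and the list lay 0.896 above the 200 tested genes nearest to each gene in mean expression (0.377 without morphant replicate 1 to 1.841 without morphant replicate 2). A delay as the whole cause at early gastrula would need histone genes to fall between the stages. They rose by a median of 0.785 in the Sox3 controls (0.409 without control replicate 2 of late blastula to 1.115 without control replicate 1), which argues against it, and in the Foxi2 controls the median was -0.056 (-0.42 without control replicate 1 of late blastula to 0.354 without control replicate 2 of early gastrula). At late blastula a delay stays open, because no earlier stage was sequenced. The genes that fall at least 2-fold between the stages had medians of -0.042 and -0.022, which decides nothing for histone genes that do not fall with them. Reads moved between near-identical histone genes stay open, since the summed counts of the list rose by 0.072 on the log2 scale at early gastrula (-0.08 to 0.224 over pairs). A response to any morpholino may also contribute. In Sox3 morphants the medians were 0.122 (0.039 without control replicate 2 to 0.237 without morphant replicate 2) and 0.533, and the difference between the factors was 0.344 at late blastula (camera adjusted p = 0.12, range 0.0533 to 0.904) and 0.491 at early gastrula (camera adjusted p = 0.0056, range 0.00181 to 0.904). These explanations cannot be told apart for the histone genes. The sample labels give a morpholino treatment for the controls too, while the paper calls them wild-type, so whether the controls were injected is not settled.

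The p53 response genes, which the paper does not report, were higher in Foxi2 morphants at late blastula, with a median of 0.216 (15 genes, camera adjusted p = 0.00357, fry 0.477), above 0 in 3 of 3 pairs. It ran from 0.041 without control replicate 1 to 0.472 without morphant replicate 1. At early gastrula the median was 0.166 (camera 0.0275, fry 0.318), from 0.092 without control replicate 1 to 0.317 without morphant replicate 2. In Sox3 morphants it was -0.076 at late blastula and 0.059 at early gastrula (camera 0.0458 and 0.938). With the block the late blastula value in Sox3 morphants was -0.077 (camera adjusted p = 0.0648). These Sox3 medians change sign with 1 library left out, from -0.399 without morphant replicate 2 to 0.093 without morphant replicate 1 at late blastula, and from -0.326 without morphant replicate 2 to 0.322 without control replicate 2 at early gastrula. Of the 4 splits that part all 3 pairs at late blastula, 1, the real one, gave a median as far from 0. A p53 response to any morpholino may raise such genes. The difference between the factors was 0.363 at late blastula (camera adjusted p = 0.00117, fry 0.904) and 0.087 at early gastrula (camera 0.501). With the block the difference was 0.357 (camera 3.24e-05, fry 0.117) and 0.188 (camera 0.2, fry 0.509). The Sox3 medians were steadier over pairs, at -0.087 and -0.018 at late blastula and 0.003 and 0.076 at early gastrula. Camera called the late blastula difference and fry did not. A response to any morpholino and a response to loss of Foxi2 therefore cannot be told apart for these genes.

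*sox3* mRNA was higher in Sox3 morphants at early gastrula, by a log2 fold change of 1.416, in 2 of 2 pairs. The paper does not report it. Library scaling is argued against, since *sox3* lay 1.438 above the median of the 200 tested genes nearest in mean expression (1.166 to 1.713 with 1 library left out), and 0 of the 200 rose as much. A delay as the whole cause is argued against by the change of *sox3* between the stages in the controls of the Foxi2 series, -0.11. A response to any morpholino of the same size is argued against by the difference between the knockdown effects on *sox3*, which was -0.935 with the block. At early gastrula *sox3* was also higher in the Foxi2 morphants, at 760 and 1120 CPM against 573 and 772 in their controls. A smaller response to any morpholino therefore stays open as part of the rise. Loss of a feedback of Sox3 on its own transcript, and a longer life of a transcript held by the MO, may each explain the rise. Neither was tested.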

How the results depend on the processing

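The exact test with a single dispersion, the robust test with the block, and the block for set medians and for bound genes were chosen only after the data had been seen, the first and the robust test by searching 28 to 48 edgeR fits per comparison for p-values like those of S4 Data, as were the counts of bound genes lower in both morphants or in 1 alone. The other alternatives were run on the results they were set for, and library-size scaling was not set for the differences between stages. Fits that leave a single library in an arm give no test, and DESeq2's own filtering gave no adjusted p for *dlc* in Foxi2 morphants at late blastula or *lhx3* at early gastrula.

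The main fits called no gene in any comparison, with 145, 277, 392 and 795 genes at an unadjusted p under 0.05 in Foxi2 morphants at late blastula and early gastrula and Sox3 morphants at the same stages. In that order, and lower before higher, DESeq2 called 16 and 4, 12 and 18, 61 and 7, and 122 and 66 genes. The edgeR exact test called 3 and 0, 5 and 6, 42 and 6, and 84 and 53, and with every gene kept 4 and 4, 5 and 4, 42 and 6, and 80 and 33. The quasi-likelihood test with every gene kept called 1 gene lower in Sox3 morphants at late blastula and 30 lower and 2 higher at early gastrula. All 18 libraries in a single fit called 7 genes lower in Foxi2 morphants at late blastula, 1 lower in Sox3 morphants at late blastula, and 8 lower and 1 higher at early gastrula. The replicate block called 57 and 35, 81 and 113, 140 and 43, and 214 and 270. The exact test with a single dispersion called 136 and 208, 115 and 142, 184 and 86, and 299 and 523, and the robust test with the block 202 and 260 in Sox3 morphants at early gastrula. Library-size scaling alone, an adjusted p under 0.1 and an adjusted p under 0.05 without the 2-fold threshold called 0 genes, and so did each of the 6 fits that left out 1 library of the Foxi2 morphants at late blastula, where 77 to 277 genes had an unadjusted p under 0.05. In the simulated early gastrula designs the unblocked test recovered 0 of 200 changed genes and the blocked one 200 and 199. In the late blastula designs the unblocked test recovered 87 and 109, so there the simulation does not account for counts of 0. The causes of the other differences between tests were not tested.

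Genes lower in both morphants numbered 0 at both stages in the main fits. The block gave 7 at late blastula and 19 at early gastrula, the exact test with a single dispersion 18 and 27, DESeq2 2 at early gastrula and the exact test with every gene kept 1. The bound and activated genes of S4 Data that were called, 0 in each main fit, numbered 5, 7, 45 and 99 with DESeq2, in the order above, 1, 2, 30 and 68 in the exact test with every gene kept, 29, 51, 94 and 163 with the block, 83, 78, 115 and 163 with a single dispersion, and 162 in the robust test for Sox3 at early gastrula. Over both stages, the bound genes called in both morphants, in Foxi2 morphants alone and in Sox3 morphants alone numbered 1, 10 and 121 with DESeq2, 1, 1 and 80 in the exact test with every gene kept, 23, 42 and 187 with the block, and 38, 81 and 183 with a single dispersion. Genes whose change differs between the factors numbered 0 in the main fits, with 133 and 378 at an unadjusted p under 0.05. DESeq2 gave 14 at late blastula and 37 at early gastrula, the block 283 and 201, and every gene kept 3 at early gastrula. Between the stages, Sox3 effects differed for 39 genes with DESeq2 and 11 with the block, against 0 in the main fit with 284 at an unadjusted p under 0.05. In Foxi2 morphants no alternative gave any such gene, with 7 at an unadjusted p under 0.05 in the main fit and 460 with the block. The cause was not tested for these counts.

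The correlation of Foxi2 and Sox3 effects across genes stayed positive in all alternatives and fell from 0.101 to 0.041 at late blastula and from 0.198 to 0.048 at early gastrula when every gene was kept. The correlation of an effect with development moved from -0.144 to -0.264 (genes of at least 3 log2 CPM) and -0.201 (genes changed at least 2-fold between stages) in Sox3 morphants at late blastula, and from -0.072 to -0.173 (genes of at least 3 log2 CPM) at early gastrula. In Foxi2 morphants at early gastrula it went from 0.005 to -0.001 among genes changed at least 2-fold, both of them near 0. These causes were not tested either.

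Among set medians, no call of camera held under fry. The medians that lost it there were -0.31 and -0.134 for genes near Foxi2/Ep300 peaks in Sox3 morphants, -0.373 for ectoderm markers in Foxi2 morphants at early gastrula, -0.125 and -0.127 for them in Sox3 morphants, 0.185, -0.307 and 0.401 for mesoderm and endoderm markers (Foxi2 at early gastrula, Sox3 at both stages), 0.742, 0.882, 0.122 and 0.533 for histone genes, and 0.216, 0.166 and -0.076 for p53 response genes (Foxi2 at both stages, Sox3 at late blastula). Fry takes the libraries as its units, of which there are 4 to 6 per comparison. The block removed the call of p53 response genes in Sox3 morphants (-0.077, camera adjusted p = 0.0648, with a range of 0.0459 to 0.952 over its alternatives) and added one for ectoderm markers in Foxi2 morphants at late blastula (-0.078, camera adjusted p = 0.0366, with a range of 0.0366 to 0.988). It turned the medians near Foxi2/Ep300 peaks in Foxi2 morphants to 0.008 and 0.002, and changed no other camera call. Against genes that rise between the stages alone, these medians were -0.005 and -0.031, with camera calls. Without the genes that S4 Data lists, the median turned to 0.009 in Foxi2 morphants and 0.074 in Sox3 morphants at early gastrula. The list is then shorter by construction.

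For single genes, no named gene was called in the main fits. Leaving out each library in turn changed the sign of some of the values given, and the log2 fold change then ran from -3.38 to 0.709 for *dlx3*, -2.299 to 0.784 for *foxi1*, -2.785 to 0.344 for *tp63*, -2.837 to 1.303 for *gata3* and -1.887 to 0.293 for *krt70* in Foxi2 morphants at early gastrula, from -4.229 to 1.852 for *dlc* in Foxi2 morphants at late blastula, and from -1.243 to 0.336 for *foxi1* and -0.124 to 0.737 for *klf5* in Sox3 morphants at early gastrula. With 1 library left out, the replicate numbers no longer balance between morphants and controls, so these ranges follow the differences between replicate numbers as well as the knockdown. The other log2 fold changes given for named genes kept their sign in these fits. Depth limits genes such as *neurog3*, *olig3* and *lhx3*, whose groups at or under 3 counts allow lower bounds only.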

Differences from the paper's values

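The exact test with a single dispersion and the robust test with the block were chosen only after the values were seen, by searching 28 to 48 edgeR fits per comparison for p-values like those of S4 Data, and the block for bound genes was also added then. Their counts near the paper's follow in part from that search. The paper's methods name DESeq2 and do not state these settings. For the p-values of S4 Data, the search alone is argued against as the source of the match. With the exact test the largest log10 difference was 0.0019, 0.00201 and 0.00201 over 378, 265 and 270 listed genes (Foxi2 at both stages, Sox3 at late blastula). With the robust test it was 0.00195 over 470 listed genes for Sox3 at early gastrula.

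The counts of called genes differ from the paper's, because the quasi-likelihood fits without a block called 0 genes in each comparison. There, 145 and 277 genes had an unadjusted p under 0.05 in Foxi2 morphants and 392 and 795 in Sox3 morphants. For directly activated genes the paper gives 78 for Foxi2 and 114 for Sox3 at late blastula, and 72 and 164 at early gastrula, against 0 each here. For directly repressed genes it gives 68 for Foxi2 and 18 for Sox3 at late blastula and 54 for Foxi2 at early gastrula, against 0 each. The paper's rule for direct targets names a 2-fold change and a nearby site. By that fold alone, in the fit without a block, the bound genes of S4 Data gave 56, 108, 71 and 163 activated genes. In the same order they gave 44, 15 and 49 repressed genes. These lists were chosen on the same libraries. For genes regulated by both factors the paper gives 34, by Foxi2 solely 115 and by Sox3 solely 243, against 0 each. The counts set against these here take a gene once over both stages. The paper does not say whether its 115 and 243 do, so part of these gaps may come from unlike counting. None of the alternatives set before the data were examined closed these gaps. DESeq2 gave 5, 45, 7 and 99 activated genes in the order above, 0, 4 and 6 repressed genes, and 1, 10 and 121 genes of both, Foxi2 and Sox3. The exact test with every gene kept gave 1, 30, 2 and 68, then 0, 2 and 0, and 1, 1 and 80.

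Settings chosen after seeing the values came within 1.5 times the paper's counts. With the block, added after seeing the values, these were 94 for the paper's 114, 51 for 72, 163 for 164, 12 for 18, 38 for 54, 23 for 34 and 187 for 243, while 29 for 78, 14 for 68 and 42 for 115 stayed apart. With a single dispersion, chosen after seeing the values, they were 83 for 78, 115 for 114, 78 for 72, 163 for 164, 61 for 68, 19 for 18, 53 for 54, 38 for 34, 81 for 115 and 183 for 243. The robust test, chosen after seeing the values, gave 162 for 164.

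For all activated genes the paper shows about 150 for Foxi2 and about 190 for Sox3 in Fig 4C, and about 120 and about 210 in Fig 4D, read by eye, against 0 each here. For all repressed genes it shows about 230 and about 85 in Fig 4C, and about 150 and about 280 in Fig 4D, read by eye, against 0 each. Of the alternatives set before the data were examined, the replicate block alone came within 1.5 times, with 140 for Sox3 activated genes at late blastula, 81 and 214 for activated and 113 and 270 for repressed genes at early gastrula. Its 57 and 35 for Foxi2 and 43 for repressed Sox3 genes at late blastula did not, and nor did any count of the other alternatives. A single dispersion, chosen after seeing the values, gave 136, 184, 115 and 299 activated and 208, 86 and 142 repressed genes, within 1.5 times, and 523 for Sox3 repressed genes at early gastrula, which is not. The robust test, chosen after seeing the values, gave 202 and 260.

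The p-values of S4 Data differ from those of every alternative set before the data were examined, of which the block came closest, with a median log10 difference of 2.81, 1.89, 2.07 and 0.0217. They matched those of a single fit of 28 in Foxi2 at both stages and Sox3 at late blastula, the exact test with a single dispersion, with a largest log10 difference of 0.0019, 0.00201 and 0.00201 over 378, 265 and 270 genes. For Sox3 at early gastrula 2 of 48 fits matched, both robust tests with the block, with a largest difference of 0.00195 over 470 genes. These settings were chosen after seeing the values.

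Of 40 log2 fold changes of named genes compared with S4 Data, 2 differ by more than the spread between pairs, both by little. On the direction used here, that of *klf5* in Foxi2 morphants at early gastrula was -1.279 against the paper's -1.289. Of the alternatives set before the data were examined, DESeq2 (-1.284), every gene kept (-1.29 in the exact and the quasi-likelihood test), library-size scaling alone (-1.286) and all 18 libraries in a single fit (-1.283) closed the gap, and the exact test and the block (-1.279 each) did not. A single dispersion, chosen after seeing the values, gave -1.289. That of *igf3* in Sox3 morphants at early gastrula was -2.383 against the paper's -2.381. The block (-2.381) closed the gap, as did the robust test, chosen after seeing the values (-2.381), and the others, from -2.419 with DESeq2 to -2.361 with library-size scaling alone, did not.

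For single genes, the paper counts *olfm4* with the targets of Foxi2 alone, while it was also lower in Sox3 morphants at late blastula (-1.72) and is in S4 Data's list of genes shared by both. It describes *dlc* likewise, which fell by 1.3 in Sox3 morphants at early gastrula. It counts *lhx3* with the genes regulated by Foxi2 exclusively, while in Sox3 morphants at early gastrula it was at least 2.54-fold lower. Its log2 fold change in Foxi2 morphants was 2.12, and S4 Data lists it as repressed. It names *dlx5* as a shared target, which the list of 34 does not hold. No named gene was called in the quasi-likelihood fits without a block. With DESeq2, also without a block, *olfm4* and *klf5* were called in Foxi2 morphants at early gastrula, *tfap2a*, *sox21*, *zic4* and *lhx5* in Sox3 morphants at late blastula, and *dlx5*, *tfap2a*, *dlc*, *cdx4*, *hes5.10*, *neurog3*, *sox21*, *zic4*, *szl*, *lhx5* and *tp53inp2* at early gastrula. DESeq2 also called the rise of *sox3* in Sox3 morphants at early gastrula. The exact tests called these Sox3 genes, *sox3* among them, except *sox21* at late blastula and *dlx5*, *hes5.10* and *szl* at early gastrula. With every gene kept, the quasi-likelihood test called *tfap2a*, *neurog3*, *sox21* and *zic4* in Sox3 morphants at early gastrula. The block called all of these and also *dlx5*, *foxi1*, *dlc* and *olfm4* in Foxi2 morphants at late blastula, *dlx3*, *hes5.1*, *tp63*, *amotl1* and *kit* at early gastrula, *foxi1* and *olfm4* in Sox3 morphants at late blastula, and *dlx3*, *hes5.1*, *tp63*, *foxd4l1.2* and *igf3* at early gastrula. The single dispersion, chosen after seeing the values, called in addition *gata3*, *krt70* and *lhx3* in Foxi2 morphants and *foxb1* and *olig4* in Sox3 morphants at early gastrula.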

Other observations

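The simulations of the missing calls, the splits without a block and the tests of developmental time, depth and mislabelling were chosen only after the result was seen.

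That no gene passed the quasi-likelihood test without a block at early gastrula may come from differences between replicate numbers that morphants and controls share. With such differences, the simulated design of the Foxi2 libraries at early gastrula recovered 0 of 200 genes changed 4-fold. In the late blastula designs 87 of 200 were recovered for Foxi2 and 109 of 200 for Sox3, so the simulation does not account for the 0 genes that passed there, where 145 and 392 had an unadjusted p under 0.05. Such differences stay open as a cause there, since 57 genes were lower in Foxi2 and 140 in Sox3 morphants once the replicate number was a block. Too few libraries alone is argued against only for 4-fold changes at the spread of the blocked fit. There, 200 of 200 were recovered in the same design when replicate numbers did not differ. For smaller changes or a wider spread the simulation does not decide it.

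Splits of the 6 Foxi2 libraries of late blastula say little about chance. Without a block, 10 of the 10 splits gave as many genes lower, 10 of 10 as many higher and 10 of 10 as many direct targets, namely 0, with 145 genes at an unadjusted p under 0.05 in the real split and up to 4165 in a split that parts 1 pair. With the block, 1 of the 4 splits that part all 3 pairs, the real one, gave as many genes lower, and 1 of 4 as many higher. The other 3 exchange 1 pair. Splits of 3 against 3 libraries cannot give a smaller share than the real split alone, so chance and the knockdown cannot be told apart by them. Among medians, 3 of 4 such splits were as far from 0 for genes near Foxi2/Ep300 peaks, 2 of 4 for ectoderm markers, and 1 of 4 for mesoderm and endoderm markers.

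Differences between pairs could be read as knockdown effects by the exact test with a single dispersion, which has no block. With 1 pair exchanged between morphants and controls it called up to 265 genes in the Foxi2 libraries at late blastula, against 344 in the real split, and for these libraries such differences and knockdown effects cannot be told apart, since the other exchanges gave 70 and 68. At early gastrula it called 49 against 257, and in the Sox3 libraries 47 against 270 and 119 against 822, so there such differences alone are argued against as the source of most calls. The blocked test called 0 genes in every exchange, with 34 to 623 at an unadjusted p under 0.05.

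The replicates of the Foxi2 series at late blastula differ in genes that change between the stages in the Sox3 controls. The 723 genes that rise at least 4-fold were higher in replicate 3 than in replicate 1, by a median of 3.97 in controls and 3.85 in morphants. Sequencing depth is argued against by abundant rising genes, which differ by 5.34, and embryos of each replicate number at a different developmental time may explain it, since the 267 genes that fall differ by -2.17. A further candidate explanation is that the replicate 3 libraries are of the early gastrula. Their control has a median log2 CPM of 2.36 over the rising genes, above control replicate 2 of early gastrula at 1.96 and below replicate 1 at 3.15. A late sample and a mislabelled one cannot be told apart for these libraries, because the early gastrula controls lie on both sides.

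Across genes, the knockdown effect correlated with development in the controls of the other series by r = 0.105 and 0.005 in Foxi2 morphants at late blastula and early gastrula, and by -0.144 and -0.072 in Sox3 morphants. Over single pairs r ran from -0.0527 to 0.331, -0.0304 to 0.094, -0.148 to -0.127 and -0.0837 to -0.0435. A delay of the Sox3 morphants could lower rising genes at late blastula. A delay that lowers rising genes alike is argued against as the whole cause by the 157 rising genes near Foxi2/Ep300 peaks. Their median of -0.599 lies below the lowest of 10000 matched lists (-0.188), while the other rising genes had a median of -0.056. The lists were matched on expression and on the rise between stages, and not on when a gene switches on. A delay that acts on genes switching on early, and a delay of part of the effect, therefore stay open.

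In Foxi2 morphants, ectoderm markers had a median of -0.185 at late blastula (11 genes, camera adjusted p = 0.665). The medians of the pairs were 0.028, -0.129 and -0.36. The median was -0.798 without control replicate 1 and 0.993 without morphant replicate 1. With the replicate block it was -0.078 (camera adjusted p = 0.0366, fry 0.322). The median was -0.373 at early gastrula (12 genes, camera 0.0141, fry 0.775), where it was below 0 in 2 of 2 pairs and ran from -1.164 without morphant replicate 1 to 0.192 without control replicate 1. Mesoderm and endoderm markers had medians of 0.286 and 0.185 in Foxi2 morphants (camera 0.495 and 0.0453) and -0.307 and 0.401 in Sox3 morphants (camera 8.94e-07 and 0.0201). In Foxi2 morphants at late blastula they ran from -1.323 without control replicate 1 to 2.179 without morphant replicate 1, and at early gastrula from -0.555 without control replicate 2 to 0.749 without control replicate 1. Genes near Foxi2/Ep300 peaks had a median of -0.019 in Foxi2 morphants at early gastrula (camera 0.334), from -0.565 without control replicate 2 to 0.473 without control replicate 1.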
